# Impact of in vitro driven expression signatures of CD133 stem cell marker and tumor stroma on clinical outcomes in gastric cancers

**DOI:** 10.1186/s12885-019-5332-y

**Published:** 2019-02-04

**Authors:** Tae-Min Kim, Yoon Ho Ko, Shin Jung Ha, Han Hong Lee

**Keywords:** Gastric cancers, CD133, Cancer stem cells, Expression signature, Survival

## Abstract

**Background:**

The CD133 transmembrane protein is a well-recognized stem cell marker that has been used to isolate putative cancer stem cell populations from gastric cancers (GCs). However, the molecular features or biomarkers underlying CD133 are largely unknown in GCs.

**Methods:**

We performed gene expression profiling of CD133+ and CD133- cells sorted by flow cytometry from three GC cell lines to identify the CD133 expression signatures of GC. The CD133 expression signatures were investigated across publicly available expression profiles of multiple tumor types including GC and also for their relationship with patient survival.

**Results:**

The CD133 signature genes defined as 177 upregulated genes and 129 downregulated genes in CD133+ cells compared to CD133- cells were enriched with genes involving the cell cycle and cytoskeleton, implying that cancer stem cells with unlimited self-renewal play cancer-initiating roles. The CD133 expression signatures in GC expression profiles were positively correlated with those of brain tumors expressing CD133 and human embryonic stem cells, emphasizing the transcriptional similarities across stem cell-related expression signatures. We also found that these stem cell expression signatures were inversely correlated with those representing tumor infiltrating immune and stromal cells. Additionally, high CD133 expression signatures were found in intestinal subtypes and low tumor stage GCs as well as in those with microsatellite instabilities and high mutation burdens. As examined across 20 additional tumor types, both the expression signatures representing CD133 and stromal cells were unfavorable prognostic features; however, their impact were variable across tumor types.

**Conclusions:**

The transcriptional activities of CD133 and those of stromal cells representing the activity of stem cells and level of epithelial-to-mesenchymal transition, respectively, may be inversely correlated with each other across multiple tumor types including GC. This relationship may be a confounding factor and should therefore be considered when evaluating the clinical relevance of stem cell-related markers.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-019-5332-y) contains supplementary material, which is available to authorized users.

## Background

Gastric cancer (GC) is a major human malignancy, with a high worldwide incidence and high morbidity [1]. Although endoscopy-based screening has greatly reduced the mortality and morbidity associated with this disease in East Asia, GC still causes many cancer-related deaths worldwide. Because of a lack of clinically approved biomarkers for advanced GC, it has been difficult to achieve a more detailed understanding of the molecular mechanisms underlying the initiation and progression of this disease to identify new prognostic factors and improve available therapeutic modalities [2].

CD133 is a well-known cancer stem cell marker of GC and has been used to isolate and functionally characterize GC stem cells [3]. Cancer stem cells are rare, quiescent, small cell populations with characteristic features of stem cells, such as unlimited self-renewal and lineage plasticity [4]. Immunohistochemistry (IHC)-based quantification of expressed CD133 protein levels has been proposed as a GC prognostic marker and CD133 positivity indicates poor prognosis as well as chemoresistance and disease progression of GC [5–12]. However, those reports have not considered the known heterogeneity issues of GCs [13]. It is important to understand the molecular mechanisms and underlying biology of CD133-associated cancer stem cells in a milieu of heterogeneous, non-tumor cells such as tumor-infiltrating stromal cells for a proper evaluation of this prognostic marker.

Instead of a single marker gene, the coordinated behavior of multiple genes involving shared molecular functions or cellular conditions has been sensitive and robust in identifying molecular functions in genomic profiles [14] or in predicting clinical outcomes [15]. For example, CD133 expression signatures (i.e., a summary score of the expression levels of CD133-related genes) have been previously identified in glioblastoma multiforme (GBM) and the investigators have proposed that CD133 expression signature can be used as a prognostic marker for GBM and other types of tumor [16].

Because of the clinical utility of CD133 as a biomarker of GC, it is important to identify the expression signatures associated with CD133 in GC and to determine their relationships with clinicopathological features. In this study, we performed microarray-based transcriptome analyses of CD133+ vs. CD133- cells obtained by cell sorting from three GC cell lines (KATO-III, SNU216 and SNU601). Using the CD133 expression signature, we examined transcriptional similarities with other stem cell-related signatures and investigated the relationship with the clinicopathological features of GCs. To evaluate the clinical impact of identified signatures, we also performed survival analysis for 21 tumor types including GCs.

## Methods

### Cell culture, flow cytometry, and fluorescence-activated cell sorting

Three GC cell lines (KATO-III, SNU216, and SNU601) were purchased from the Korean Cell Line Bank and maintained in RPMI1640 medium (Hyclone, Logan UT, USA) supplemented with 10% (*v*/v) calf serum (Hyclone) at 37 °C in a 5% (v/v) CO_2_ humidified atmosphere. The cells were harvested at 300×*g* for 5 min, incubated in cell-staining buffer containing phycoerythrin (PE)-labeled anti-CD133/1(AC133) antibody (1:10; Miltenyi Biotec, Bisley, UK) for 10 min in a dark refrigerator, and washed with 0.5% (*w*/*v*) bovine serum albumin in phosphate-buffered saline, pH 7.2, with 2 mM EDTA. An isotype-matched PE-labeled control antibody (Miltenyi Biotec) was used to label the samples and set gating levels. MoFlo XDP flow cytometry (Beckman Coulter, Brea, CA, USA) was also used to sort cell lines into CD133+ and CD133- populations. The data were analyzed using Summit software, version 5.2 (Beckman Coulter).

### Microarray analysis of the gene expression of CD133+ and CD133- gastric cancer cells

Total RNA was isolated from sorted cells using the Iso-RNA Lysis Reagent (Five Prime, South San Francisco, CA, USA) according to the manufacturer’s protocol. The extracted RNA, amplified and biotinylated using a TotalPrep RNA Amplification Kit (Illumina, San Diego, CA, USA), was quantitated using an Agilent 2100 Bioanalyzer. The Whole-Genome Expression Direct Hybridization Kit (Illumina) was used to hybridize 750 ng of cRNA from each sample to Human HT-12 v3 Expression BeadChips (Illumina) at 58 °C overnight. Unbound probe was removed by vigorous washing, and the BeadChip was scanned with a BeadArray reader (Illumina). The transcriptome profiles were quantile-normalized for the subsequent analysis. The microarray data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo; accession no. GSE112631).

### Clustering and gene set enrichment analyses

Hierarchical clustering was performed using 1000 genes with the highest variability or median absolute deviation (MAD). To identify differentially expressed genes, we used the signal-to-noise ratios (SNRs) of genes with SNRs > 1.0 and SNRs < − 1.0, which were used to identify the up- and downregulated genes, respectively, in CD133+ cells compared to CD133- cells (‘CD133-up’ and ‘CD133-down’, respectively). To construct a functional association map, we first performed Fisher’s exact tests for the up- and downregulated genes in CD133+ cells with Gene Ontology terms (MSigDB, c5 category; https://software.broadinstitute.org/gsea/msigdb/). Significantly enriched gene sets (*P* < 0.01) were collected and further examined for significant overlap of gene members across gene sets in a pairwise manner. Using Cytoscape, the gene sets and significant overlap (*P* < 1e-10; Fisher’s exact test) were presented as nodes and edges in a network topology [17].

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

RNA isolation was performed using the RNeasey Mini Kit (Qiagen, Hilden, Germany) according to manufacturer’s protocol. cDNA was synthesized using amfiRivert cDNA Synthesis Platinum Master Mix (GenDEPOT, CA, USA). cDNA amplification for genes of interest was measured by amfiRivert qGreen Q-PCR master Mix (GenDEPOT) using a CFX96 Touch (Bio-Rad, CA, USA). Experiments were performed in triplicate for each set of primers.

### Signature activity and single-sample gene set enrichment analysis (ssGSEA)

Additional signatures were obtained from previously published reports. Expression signatures of genes that were differentially expressed in CD133+ and CD133- in primary GBM cells were then obtained [16]. Genes overexpressed in human embryonic stem cells (ESC) along with gene sets representing cell proliferation and the cell cycle were obtained elsewhere [18]. Signatures representing the tumor-infiltrating immune and stromal cells were obtained using the ESTIMATE package [19]. The expression signatures of collected gene sets including ‘CD133-up’ and ‘CD133-down’ were estimated using single sample gene set enrichment analysis (ssGSEA) [20] in large-scaled, RNA sequencing (RNA-seq)-based GC expression profiles from the Cancer Genome Atlas (TCGA) consortium [21]. Clinicopathological information from TCGA GC patients, including overall survival, were also obtained and used for correlative analyses with the CD133 expression signature. Additional dataset including microarray-based GC expression profiles and clinical information in an independent cohort [22], was also downloaded from GEO database (GSE62254). To test the impact of signature activity of CD133 expression and stromal cells on patient survival for multiple tumor types, we obtained the RNA-seq based gene expression level for additional 20 tumor types. Gene expression levels were downloaded (https://gdac.broadinstitute.org/) and signature scores were estimated using ssGSEA per tumor type. Those available for the overall patient survival were included in the multivariate Cox proportional hazard models. The TCGA annotation for 20 tumor types are BLCA (bladder urothelial carcinoma; *n* = 405), BRCA (breast invasive carcinoma; *n* = 1091), CESC (cervical and endocervical cancers; *n* = 304); COADREAD (colorectal adenocarcinoma; *n* = 375), ESCA (esophageal carcinoma; *n* = 184), GBM (*n* = 523), HNSC (head and neck squamous cell carcinoma; *n* = 518), KIRC (kidney renal clear cell carcinoma; *n* = 533), KIRP (kidney renal papillary cell carcinoma; *n* = 289), LGG (lower grade glioma; *n* = 514), LIHC (liver hepatocellular carcinoma; *n* = 370), LUAD (lung adenoma carcinoma; *n* = 506), LUSC (lung squamous cell carcinoma; *n* = 495), OV (ovarian serous cystadenocarcinoma; *n* = 302), PAAD (pancreatic adenocarcinoma; *n* = 178), PRAD (prostate adenocarcinoma; *n* = 497), SARC (sarcoma; *n* = 259), SKCM (skin cutaneous melanoma; *n* = 102), THCA (thyroid carcinoma; *n* = 501), and UCEC (uterine corpus endometrial carcinoma; *n* = 174).

### IHC-based CD133 classification of GC patients

Eighteen GC patients who underwent gastrectomy with combined lymph node dissection between January 2011 and December 2013 were enrolled in the study. This study was approved by the local Institutional Review Board (UC14SISI0137). The primary tumor specimens were snap-frozen. The frozen sections were stained with hematoxylin and eosin for histological examination for tumor purity (> 70%) by board-certified pathologists. The classifications of CD133+ and CD133- primary GC cases were based on IHC results from our previous report [7]. The expression-based signature scores of primary cases were also obtained by ssGSEA methods.

## Results

### CD133 signature genes in GCs

To evaluate the gene expression associated with the CD133 stem cell marker in GCs, we performed gene expression profiling of three gastric cancer cell lines (KATO-III, SNU216, and SNU601). For each cell line, we separated CD133+ and CD133- cells using fluorescence-activated cell sorting and performed microarray-based gene expression profiling. 

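Each of the 6 sorted populations, CD133+ and CD133- cells of KATO-III, SNU216 and SNU601, was hybridized on 2 arrays, so that 12 arrays, 6 per fraction, carry the comparison. The 3 lines are established gastric cancer lines, and CD133 is a membrane glycoprotein encoded by PROM1. The labels of the arrays and the paper's text name these lines. The description deposited with the arrays names SNU201 where the labels and the paper have SNU216, and Additional file 1: Figure S1 labels sorting plots as SNU-638, a line that no array is labelled with. The 2 arrays of a population are numbered as replicates, and the paper's text does not name whether they come from separate sorts or from a single RNA extract. The authors deposited, for each array, quantile-normalized intensities with a row per gene symbol. The table has 34688 rows, of which 93 are empty on every array, and 92 of these are spike-in controls. The values are on a linear scale and lie between -56.4 and 23393.5, with 32.1% of them at or below 0, so a background had been subtracted before deposit. How that background was estimated, and how the probes of a gene were combined, is not given with the values. The median intensity was 26.0 and 26.3 on the KATO-III CD133+ arrays, 26.6 and 26.8 on the KATO-III CD133- arrays, 26.3 and 26.6 on the SNU216 CD133+ arrays, 26.8 and 26.6 on the SNU216 CD133- arrays, 26.9 on both SNU601 CD133+ arrays, and 27.1 and 27.0 on the SNU601 CD133- arrays. For the tests, intensities under a floor of 32.7, the size of the 1st percentile of all values, were set to the floor and log2 was taken. Between 16320 and 16466 genes lay above the floor on a CD133+ array (median 16409.5) and between 16406 and 16474 on a CD133- array (median 16429). The 20147 genes above the floor on at least 2 arrays were tested, and 12838 genes did not exceed it on any array. The number of arrays limits the precision of every value, with 2 per population.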

The top 10% of CD133+ cells in terms of fluorescence intensity and the bottom 6% of CD133- cells were collected by flow cytometry. Fluorescence-activated cell sorting using CD133 antibody for gastric cancer cell lines is illustrated in Additional file 1: Figure S1. Hierarchical clustering segregated the three GC cell lines as well as the CD133+ and CD133- cells in each cell line, and these data were indicative of a substantial level of heterogeneity across cell lines examined (Fig. 1a). 

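Over the 1000 genes with the highest MAD of the log2 intensities, the arrays were clustered by average linkage on 1 minus Pearson's r of gene-centred values. The tree divided into 3 gave the 3 lines, with an adjusted Rand index of 1. In each of the 3 lines, the 2 arrays of each fraction joined one another before any array of the other fraction. Arrays of a population joined at distances between 0.00778 and 0.0125. The fractions of a line joined at 0.0502 in SNU601, 0.0563 in SNU216 and 0.146 in KATO-III, KATO-III joined SNU601 at 1.29, and SNU216 joined both at 1.57. The index and the separation of the fractions were unchanged with 500, 2000 or all tested genes, with the SD in place of the MAD, with Euclidean distance under complete or Ward linkage, and without any 1 of the arrays. Across the tested genes, which are not independent replicates, r was between 0.993 and 0.995 for the arrays of a population, between 0.974 and 0.988 for the fractions of a line and between 0.849 and 0.916 for different lines. The fractions were also compared within each line by limma, with a shared estimate of the spread over the 6 populations and Benjamini-Hochberg adjustment at 0.05. In KATO-III 3761 genes were higher and 4156 lower in CD133+ cells, in SNU216 2945 and 2817, and in SNU601 1730 and 1568. These tests use only the spread between the 2 arrays of a population (median SD about 0.07 on the log2 scale). It does not cover the spread between sorts if the 2 arrays share a sort, which is not stated. The change between fractions differed between the lines for 8947 of the 20147 genes (44.4%, limma's moderated F-test of the interaction). The log2 changes of all tested genes correlated across genes with r of 0.163 between KATO-III and SNU216, 0.116 between KATO-III and SNU601 and -0.0807 between SNU216 and SNU601. Of the 1001 genes called in all 3 lines, 127 were higher in CD133+ cells in each line, 86 were lower in each line and 788 changed in opposite directions. Directions unrelated between the lines would give 25% of genes changed the same way in all 3.

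**Figure D1:**
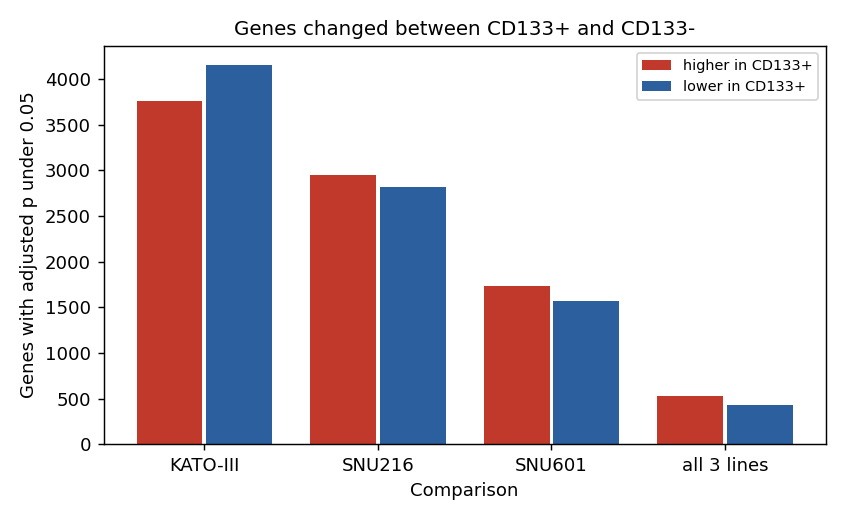
Number of genes with an adjusted p under 0.05 in limma (y axis), higher (red bars) or lower (blue bars) in CD133+ than in CD133- cells, for each line and for the comparison over all 3 lines with cell line as a block. KATO-III has 3761 and 4156 such genes, and the comparison over all 3 lines 527 and 426.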

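The SNR of each gene was computed as the mean of the 6 CD133+ arrays minus the mean of the 6 CD133- arrays, divided by the sum of both SDs. On log2 intensities, 126 of the 20147 tested genes had an SNR above 1. On intensities without a log transformation, and over all 34595 genes with a value, 193 genes had an SNR above 1, and 176 of them are in the CD133-up list of Table S1. The SNRs on this linear scale equal those printed in Table S1 within 2e-05 for 305 of its 306 genes. The count rose most when the SNR was computed within each line and averaged over the lines, which gave 3737 genes above 1. It fell to 0 with an SD floor of 0.2 times the mean. That floor on log2 values, none below 5.03, keeps every SNR under 1, since no tested gene changed by over 1.95. The 126 genes differed between the fractions by a median of 0.50 on the log2 scale (range 0.15 to 1.66), 79 of them by less than 1.5-fold, and 119 were higher in CD133+ cells in each of the 3 lines. With cell line as a block, limma called 527 of the 20147 genes higher in CD133+ cells at an adjusted p of 0.05, and 2312 had an unadjusted p under 0.05. With the 2 arrays of each population averaged first, limma called 0 genes higher, and 470 had an unadjusted p under 0.05. Among the genes called over all lines and with a log2 change of the same sign in every line, the 5 with the largest increase were PROM1 (log2 change 1.66), LOC100133005 (1.52), PECI (1.51), LCP1 (1.37) and PTMA (1.18). LOC100133005 was above the floor on 10 arrays, PECI on 11 and LCP1 on 9, so the size of these changes depends on the floor, and in KATO-III LCP1 was at the floor on 3 of 4 arrays, which sets its change there (0.01). With each of the 12 arrays left out in turn, PROM1 and PECI were called in all 12 fits, LOC100133005 and LCP1 in 3 and PTMA in 2.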

To consider heterogeneity between cell lines, we identified 177 genes commonly upregulated in CD133+ cells compared with CD133- cells (SNR > 1.0) across three cell lines and defined them as CD133 signatures (“CD133-up”). We also selected 129 genes as commonly downregulated genes in CD133+ cells compared with CD133- cells (“CD133-down” signature with SNR < − 1.0). 

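In the same comparisons, 112 of the 20147 tested genes had an SNR below -1 on log2 intensities, with a median log2 difference of -0.49, and 106 of them were lower in CD133+ cells in each of the 3 lines. With each array centred on its median, 152 genes had an SNR above 1 and 79 below -1. On linear intensities 139 genes had an SNR below -1, which include all 129 genes of the CD133-down list. limma called 426 genes lower in CD133+ cells with cell line as a block, where 2629 had an unadjusted p under 0.05. On population means limma called 0 genes lower, and 522 had an unadjusted p under 0.05. The 5 genes with the largest decrease, chosen by the same rule, were MUC5AC (log2 change -1.95), HS.193767 (-1.45), LOC650909 (-1.41), MGLL (-1.40) and LOC100133019 (-1.25). Of these, HS.193767, an unannotated transcript cluster, was called in all 12 fits that left out an array, LOC650909 in 10, MUC5AC in 7, LOC100133019 in 6 and MGLL in 5. MUC5AC was above the floor on 11 arrays, LOC650909 and LOC100133019 on 10. Of the 306 genes in Table S1, 103 did not exceed the floor on any array, 62 in CD133-up and 41 in CD133-down, and the mean intensity was negative for 74 of the 306. Above the floor on at least 2 arrays were 111 genes of CD133-up and 86 of CD133-down. All 111 were higher in CD133+ cells over the lines, 98 of them in each of the 3 lines, and limma called 78 (99 adjusted over the list alone). None of the 86 was higher, 81 were lower in each of the 3 lines, and limma called 49 (81 adjusted over the list alone). Both lists were chosen on these arrays, so the counts adjusted over the list alone are not independent evidence.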

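CDC2 had an SNR of 2.91 on linear and of 2.72 on log2 intensities. Its intensity was 1717 ± 39.1 (SD, n = 2 arrays) in CD133+ and 885 ± 104 in CD133- cells of KATO-III, 1845 ± 58.6 and 995 ± 57.0 in SNU216, and 1939 ± 142 and 1190 ± 109 in SNU601. Each of the 6 CD133+ arrays lay above every CD133- array. The log2 change over the lines was 0.85 (standard error 0.0731, adjusted p = 0.00114 from limma with cell line as a block). It was 0.96 in KATO-III, 0.89 in SNU216 and 0.71 in SNU601, and these did not differ beyond the spread between arrays (adjusted p of the interaction 0.304). With each array left out in turn the change over the lines stayed between 0.81 and 0.89, and its adjusted p was at most 0.00894. With the 2 arrays of each population averaged first, the adjusted p was 0.796, and with the population as a random block it was 0.0903. The adjustment on population means gave the same 0.796 to CDC2 and to all genes with the largest changes named above. It therefore does not grade single genes. ARG1 had an SNR of -1.76 on linear intensities. Its intensities lay between -24.7 and 2.16, below the floor on all 12 arrays, so no log2 change is given. They were -17.1 ± 1.04 in CD133+ and -2.22 ± 3.46 in CD133- cells of KATO-III, -20.3 ± 6.27 and -7.73 ± 0.625 in SNU216, and -19.7 ± 1.47 and -3.99 ± 8.70 in SNU601. Of the 20 genes with the highest SNR in Table S1, 18 were above the floor on at least 2 arrays, and limma called 17 of them higher in CD133+ cells. LOC100132861 and CR1L were not above the floor on any array. SEPSECS, among the 18, had an SNR of 0.102 on linear intensities. Of the 20 genes with the lowest SNR, 17 were above the floor on at least 2 arrays, limma called 12 of them lower, and MIR634 and CAMK2B, like ARG1, did not exceed the floor on any array.

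**Figure D2:**
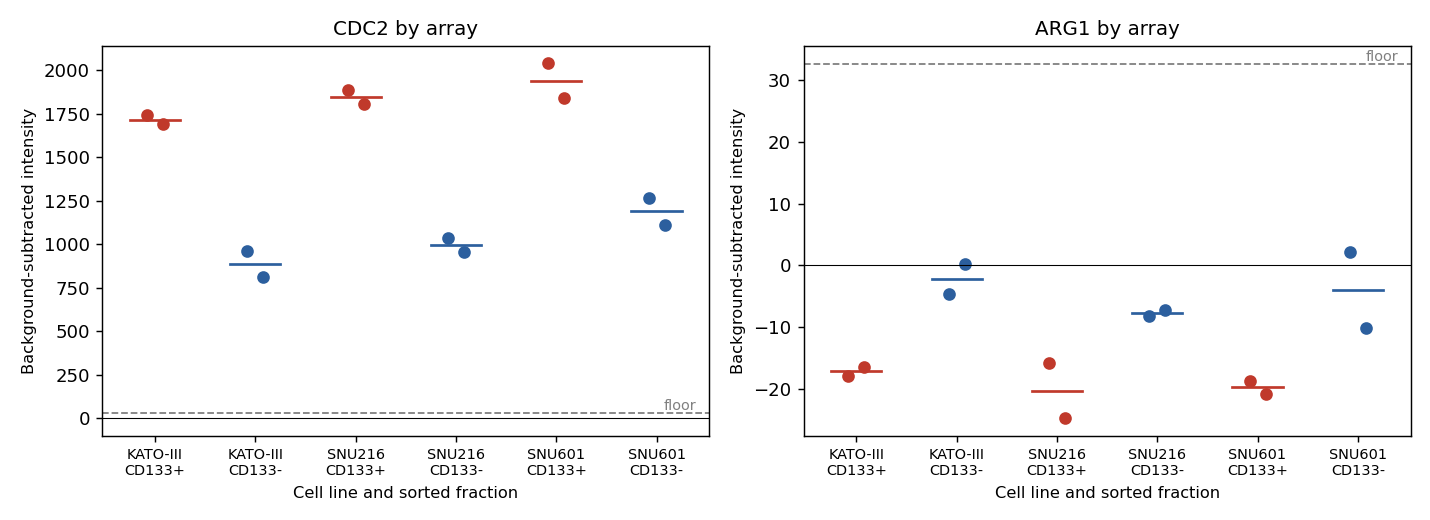
Background-subtracted intensity (y axis, linear) of CDC2 and ARG1 on each array (points) by cell line and fraction, with the mean of the 2 arrays as a line and the floor of 32.7 as a dashed line. All CDC2 values lie between 811 and 2039, and all ARG1 values lie under the floor.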

A list of 20 up- and 20 down-regulated genes in CD133+ celllines compared to those of CD133- is shown in Table 1 with a full list of differentially expressed genes available in Additional file 2: Table S1. Using qRT-PCR, RNA expression level of the most differentially expressed genes in the list (CDC2 and ARG1) was evaluated. Primer sequences of two genes are shown in Additional file 2: Table S2. RNA expression of CDC2 gene was elevated in the three CD133+ gastric cancer cell lines. In terms of ARG1, RNA expression decreased in the CD133+ KATO-III and SNU216 cell lines (Additional file 1: Figure S2). Hierarchical clustering of 306 CD133 signature genes clearly segregated the CD133+ and CD133- cells across three cell lines (Fig. 1b). 

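The 126 up- and 112 downregulated genes past an SNR of 1 or -1 on log2 intensities were used to cluster the 12 arrays in the same way, and the tree divided into 2 gave the 2 fractions, with an adjusted Rand index of 1. The index was 1 also without any 1 of the arrays, and with all 306 genes of Table S1, there on linear intensities. These genes were chosen for their difference between the same arrays, so the separation is not an independent test. To test the choice on other arrays, the SNRs were computed from 8 arrays of 2 lines, and the direction of the genes past 1 or -1 was read in the remaining line. The direction was the same in KATO-III for 65.0% of 328 up- and 431 downregulated genes. In SNU216 it was the same for 49.9% of 663 up- and 741 downregulated genes, and in SNU601 for 41.9% of 972 up- and 930 downregulated genes. The mean over the lines was 52.3%, where guessing gives 50%, and it moved most, to 50.1%, with genes ranked by their difference in place of the SNR.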

We also evaluated how many percentages of the sorted CD133+ and CD133- cells exhibit CD133+ and CD133- signatures using a gene expression-based deconvolution algorithm of CIBERSORT [23]. The algorithm revealed that CD133-up and CD133-down signatures are relatively enriched in the corresponding CD133+ and CD133- sorted cells (Additional file 1: Figure S3), suggesting that the identified signatures can be used as a measure for CD133 activity. 

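The deconvolution was not repeated. In its place, the mean log2 intensity of the upregulated genes minus that of the downregulated genes was taken as a score for each array. With the 126 and 112 genes chosen on all 3 lines, the score was 1.55 ± 0.02 (SD, n = 2 arrays) in CD133+ and 0.14 ± 0.04 in CD133- cells of KATO-III. It was 1.26 ± 0.02 and 0.24 ± 0.01 in SNU216, and 1.05 ± 0.03 and 0.24 ± 0.04 in SNU601. The difference between the fractions was 1.41 in KATO-III, 1.02 in SNU216 and 0.81 in SNU601, and 1.08 on average. The genes were selected on these arrays, so the size of the difference is not a test of the score. The pooled SD between replicates was 0.03. The genes of Table S1 above the floor gave an average difference of 0.96. With genes chosen on the other 2 lines, whose own arrays took no part in the choice, the average difference was 0.17. It was 0.50 in KATO-III, 0.06 in SNU216 and -0.06 in SNU601, where both CD133+ arrays scored lower than both CD133- arrays. From the enrichment of each signature in the corresponding sorted cells in Additional file 1: Figure S3, the paper proposes that the signatures can serve as a measure of CD133 activity.

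**Figure D3:**
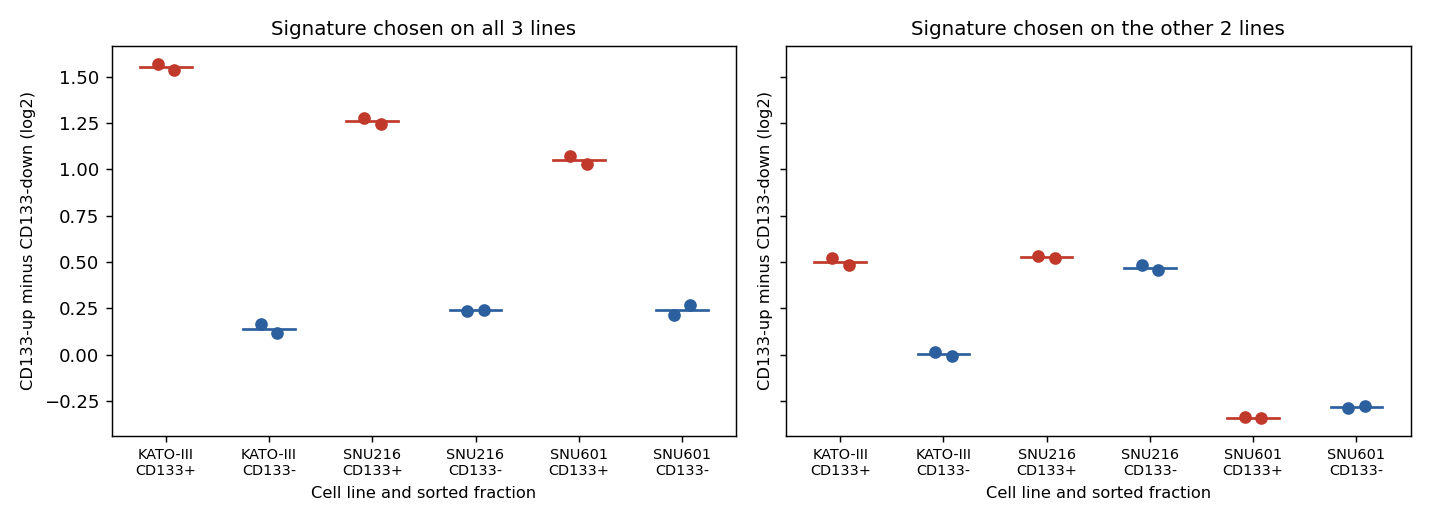
Score of each array (points, y axis: mean log2 intensity of upregulated minus downregulated genes) by cell line and fraction, with the mean of the 2 arrays as a line. On the left the genes were chosen on all 3 lines, on the right on the other 2 lines, where the fractions of SNU601 lie at -0.34 for CD133+ and -0.28 for CD133- cells.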

The CD133 signature genes included *PROM1,* which encoded CD133 molecules (“CD133-up”), and *OVOL2,* whose encoded transcription factors have been previously implicated in epithelial differentiation and cancer progression (“CD133-down”) [24]. 

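PROM1 had an SNR of 1.34 on log2 and of 1.40 on linear intensities. Its intensity was 9180 ± 471 (SD, n = 2 arrays) in CD133+ and 4275 ± 309 in CD133- cells of KATO-III, 9023 ± 353 and 2225 ± 8.80 in SNU216, and 4777 ± 141 and 1320 ± 6.44 in SNU601. Every CD133+ array lay above every CD133- array. The log2 change over the lines was 1.66 (standard error 0.127, adjusted p = 0.00066 from limma with cell line as a block). It was 1.10 in KATO-III, 2.02 in SNU216 and 1.86 in SNU601, a difference between lines larger than the spread between arrays (adjusted p of the interaction 9.6e-05, limma). Without any 1 of the arrays it stayed between 1.60 and 1.75. With the 2 arrays of each population averaged first, the adjusted p of the change over the lines was 0.796, and with the population as a random block it was 0.00123. OVOL2 had an SNR of -1.13 on log2 and of -1.12 on linear intensities. Its intensity was 3969 ± 176 in CD133+ and 5041 ± 463 in CD133- cells of KATO-III, 3493 ± 205 and 5950.1 ± 25.3 in SNU216, and 4789 ± 181 and 5036 ± 64.4 in SNU601. The log2 change was -0.40 (standard error 0.0977, adjusted p = 0.0438 from limma). It was -0.34 in KATO-III, -0.77 in SNU216 and -0.07 in SNU601, where limma did not call it (adjusted p 0.578), with an adjusted p of the interaction of 0.00126. OVOL2 was lower in CD133+ cells without any 1 of the arrays, but its adjusted p passed 0.05 without each array of KATO-III or SNU216 and without SNU601 CD133+ replicate 2, with values between 0.0507 and 0.106. It was 0.0597 with the arrays centred on their medians, 0.0675 in limma without a trend, 0.246 with the population as a random block and 0.796 with the arrays of each population averaged first. The adjustment on population means gave PROM1 and OVOL2 the same 0.796, so this value does not rank them.

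**Figure D4:**
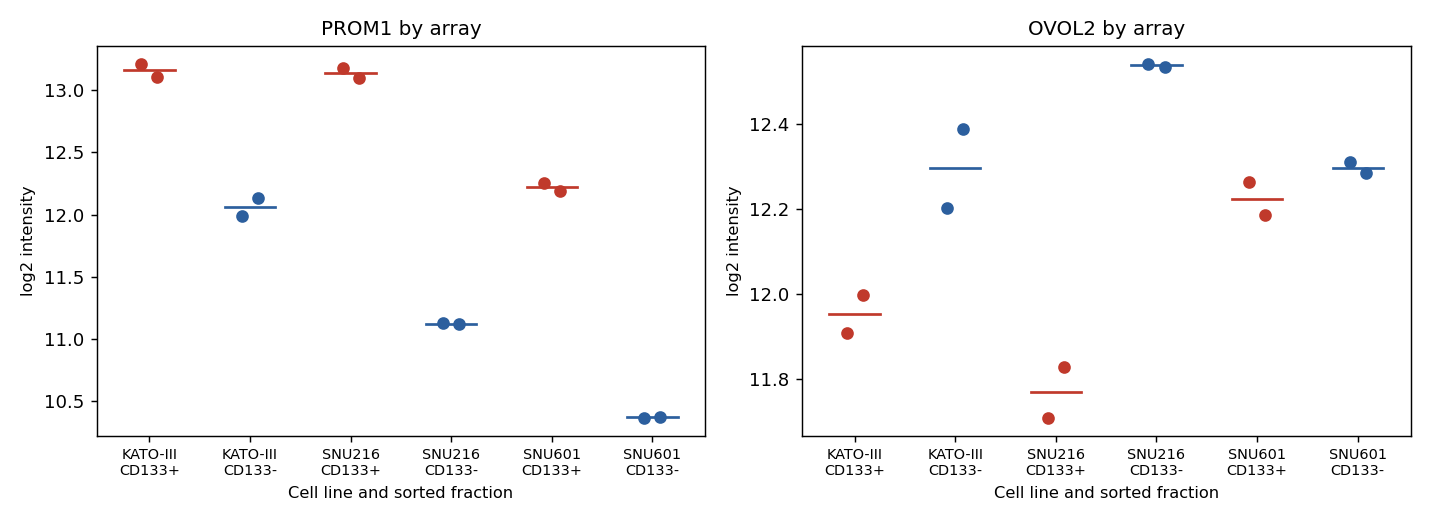
log2 intensity (y axis) of PROM1 and OVOL2 on each array (points) by cell line and fraction, with the mean of the 2 arrays as a line. PROM1 is higher in CD133+ cells by 2.02 in SNU216, and OVOL2 changes by -0.07 in SNU601.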

To further explore the molecular functions associated with CD133 signature genes, we performed functional enrichment analyses with Gene Ontology terms (MSigDB c5 category). The 29 and 15 functional categories substantially enriched (*P* < 0.01; Fisher’s exact test) with CD133-up and CD133-down signature genes, respectively, are listed in Additional file 2: Table S3. Figure 1c shows a functional association map where the nodes are functional categories enriched with CD133 signature genes, and the edges involve significant overlap (*P* < 1e-10; Fisher’s exact test) between them. 

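The Gene Ontology terms were not available, so the enrichment was not repeated, and genes were taken by words of their descriptions in Table S1. In the CD133-up list, 11 genes are described by cell division, cell cycle, centromere, kinetochore, cyclin, mitosis, shugoshin, topoisomerase or kinesin. All 11 were above the floor on all 12 arrays and higher in CD133+ cells in each of the 3 lines. Their median log2 change over the lines was 0.61 (range 0.27 to 0.85), with medians of 0.91 in KATO-III, 0.33 in SNU216 and 0.49 in SNU601. limma called 10 of them over all tested genes and 11 adjusted over the list alone, which is not independent evidence since the genes were chosen on these arrays. In the CD133-down list, 9 genes are described by actin, spectrin, dystrophin, desmin, channel, solute carrier or ATPase. Of these, 5 did not exceed the floor on any array. The other 4 were lower in CD133+ cells in each of the 3 lines, by a median of -0.38 on the log2 scale, and limma called 3 of them. The median was -0.66 in KATO-III, -0.30 in SNU216 and -0.07 in SNU601. Neither median changed sign when the arrays were quantile-normalized again or centred on their medians.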

In the network topology, CD133-up signature genes were largely enriched with genes of cell cycle-related functions, whereas CD133-down signature genes were implicated in the molecular functions of the cytoskeleton and transport.

**Fig. 1:**
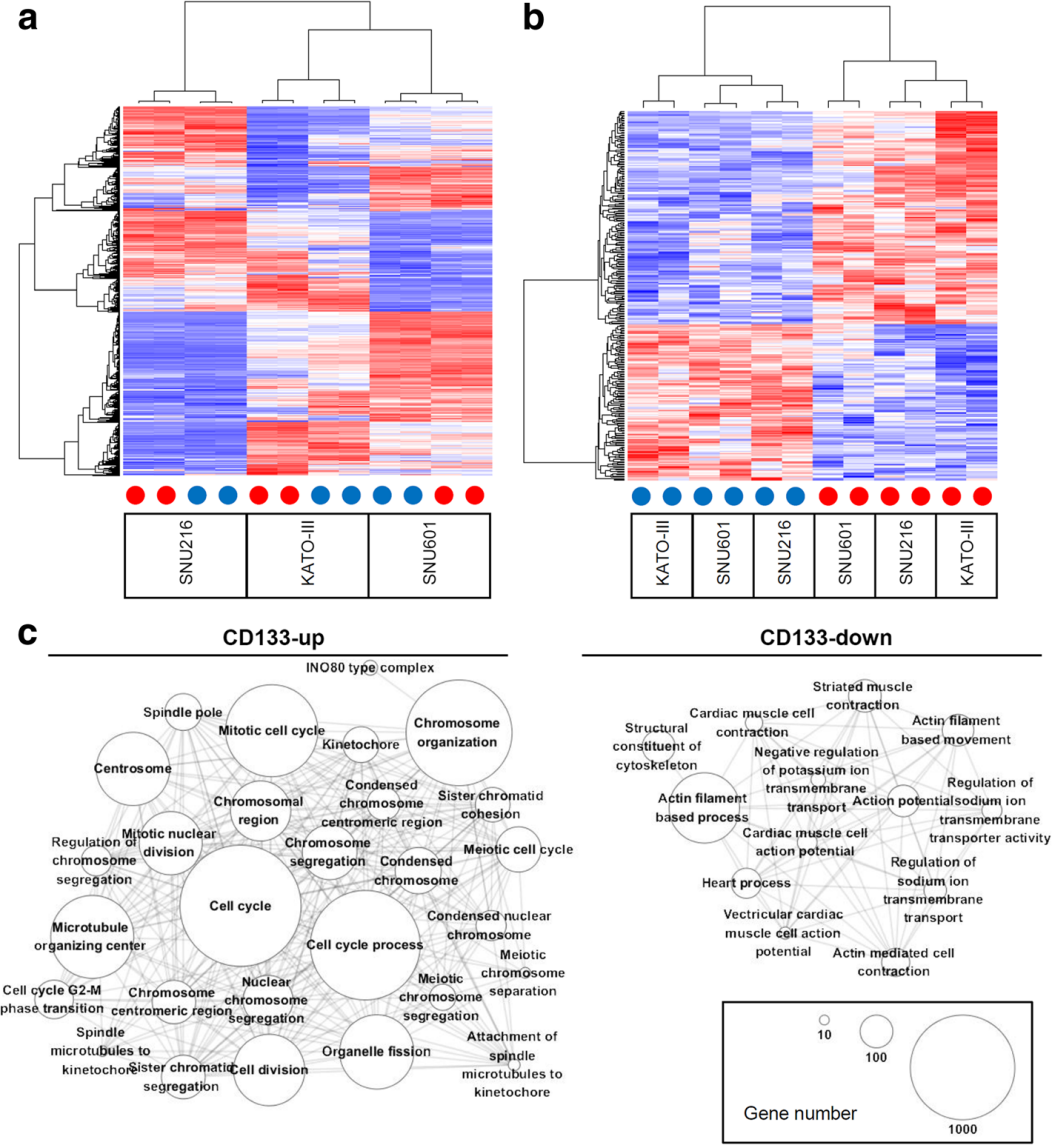
The CD133-associated expression signature of gastric cancer (GC) cell lines. **a** Hierarchical clustering of 1000 highly variable genes segregated in three GC cell lines (SNU216, KATO-III and SNU601). Red and blue dots represent CD133+ and CD133- cells, respectively. **b** The commonly over- and under-expressed genes in CD133+ as CD133 signatures segregated in the CD133+ and CD133- cells regardless of cell line. **c** A functional association map linked the Gene Ontology terms according to their significant overlap of gene members. Network topology demonstrated two main subnetworks representing the cell cycle-, cytoskeleton-, and transporter-related molecular functions enriched in CD133+ and CD133- GC cell lines, respectively. The node size corresponds to the number of genes in the function

**Table 1:** A list of 20 up- and 20 down-regulated genes in CD133+ gastric cancer celllines compared to CD133- celllines

Type	Symbol	SNR	RefSeq	Description
Up	CDC2	2.91	NM_001786.2	Cell division cycle 2, G1 to S and G2 to M
	SGOL1	2.38	NM_138484.2	Shugoshin-like 1 (S. pombe)
	TCHP	2.13	NM_032300.2	Trichoplein, keratin filament binding
	TOP2A	2.13	NM_001067.2	Topoisomerase (DNA) II alpha 170 kDa
	CENPK	1.85	NM_022145.3	Centromere protein K
	PAQR3	1.85	NM_001040202.1	Progestin and adipoQ receptor family member III
	HMMR	1.81	NM_012485.1	Hyaluronan-mediated motility receptor (RHAMM)
	LIN54	1.76	NM_194282.1	Lin-54 homolog (*C. elegans*)
	DCK	1.75	NM_000788.1	Deoxycytidine kinase
	ALG8	1.72	NM_024079.4	Asparagine-linked glycosylation 8, alpha-1,3-glucosyltransferase homolog (*S. cerevisiae*)
	SEPSECS	1.68	NM_016955.1	Sep (O-phosphoserine) tRNA:Sec (selenocysteine) tRNA synthase
	LOC642341	1.65	XM_930714.1	Hypothetical LOC642341
	BUB3	1.65	NM_004725.2	BUB3 budding uninhibited by benzimidazoles 3 homolog (yeast)
	KNTC1	1.56	NM_014708.3	Kinetochore associated 1
	MGC40489	1.55	XR_016048.1	Hypothetical protein MGC40489
	LOC100132861	1.54	XM_001716443.1	Hypothetical protein LOC100132861
	RFC5	1.53	NM_007370.3	Replication factor C (activator 1) 5, 36.5 kDa
	CR1L	1.50	NM_175710.1	Complement component (3b/4b) receptor 1-like
	PPT1	1.49	NM_000310.2	Palmitoyl-protein thioesterase 1 (ceroid-lipofuscinosis, neuronal 1, infantile)
	ACTL6A	1.49	NM_177989.2	Actin-like 6A
Down	ARG1	−1.76	NM_000045.2	Arginase, liver
	CPXM2	−1.59	NM_198148.1	Carboxypeptidase X (M14 family), member 2
	LOC440353	−1.58	NR_002603.1	Nuclear pore complex interacting protein pseudogene
	ALPK1	−1.56	NM_025144.2	Alpha-kinase 1
	KIAA0664	−1.51	NM_015229.3	KIAA0664
	MIR634	−1.51	NR_030364.1	MicroRNA 634
	LOC642446	−1.47	XM_001717781.1	Similar to hCG1795201
	FBXO7	−1.47	NM_012179.3	F-box protein 7
	LOC645812	−1.45	XM_928801.1	Similar to wingless-type MMTV integration site family, member 9B precursor
	POLR2C	−1.44	NM_032940.2	Polymerase (RNA) II (DNA directed) polypeptide C, 33 kDa
	LOC441124	−1.44	XM_499022.3	Hypothetical LOC441124
	FGL1	−1.44	NM_004467.3	Fibrinogen-like 1
	TMEM120A	−1.44	NM_031925.1	Transmembrane protein 120A
	LOC650909	−1.43	XM_939995.2	Similar to activating signal cointegrator 1 complex subunit 3-like 1
	LOC100129101	−1.41	XM_001721125.1	PHypothetical LOC100129101
	LOC728944	−1.41	XM_001128859.1	Similar to THAP domain-containing protein 4
	PARP12	−1.40	NM_022750.2	Poly (ADP-ribose) polymerase family, member 12
	SND1	−1.40	NM_014390.2	Staphylococcal nuclease and tudor domain containing 1
	CAMK2B	−1.40	NM_172081.1	Calcium/calmodulin-dependent protein kinase (CaM kinase) II beta
	LOC100132761	−1.40	XM_001716956.1	Hypothetical protein LOC100132761

Note: Gene symbols are shown with RefSeq annotations. Type indicates whether the gene is relatively up- or down-regulated in CD133+ celllines compared to CD133- celllines. SNR (signal-to-noise ratios) is the level of relative expression

### The CD133 expression signature of GC and other stem cell-related signatures

To compare the CD133 expression signature of GC, the CD133 signature genes of primary GBM (“CD133-up-GBM” and “CD133-down-GBM” as these were up- and downregulated, respectively, in CD133+ GBM cells compared to CD133- cells) were obtained from previously published reports [16]. Signature genes representing those overexpressed in ESC were also obtained (“ESC1” and “ESC2”) along with signature genes annotated as cell proliferation and cell cycling (“Proliferation” and “Cell cycle”) [18]. To assess the contribution of tumor-infiltrating immune and stromal cells in the bulk tumor transcriptome, corresponding signature genes were obtained (“Immune” and “Stromal”, respectively) [19]. To evaluate the expression-based activity of stem cell-related signature genes, we performed ssGSEA on large-scaled GC gene expression profiles from the TCGA consortium (*n* = 425) [21]. The obtained enrichment scores, or the “‘expression signatures” in GCs, were examined for pairwise correlations. Using hierarchical clustering, we noted two clusters, each of which included the expression signatures of CD133-up and CD133-down (Fig. 2a). The CD133-up expression signatures of GC and GBM were correlated with each other as well as with two ESC expression signatures. This suggested that the CD133 expression signature levels were consistent across tumor types (GBM in vivo and GC in vitro) and were also correlated with those of human ESC with pluripotency. The concordance with expression signature levels representing cell proliferation and cell cycling also suggested that the observed stem cell-related expression signature levels were associated with a high level of proliferative potential and accelerated cell cycling. Of note, the CD133-down expression signatures of GC and GBM were correlated with each other and also with the expression signatures representing tumor-infiltrating immune and stromal cells. These estimates have been known to be inversely correlated with tumor purity and reflected the relative abundance of tumor-infiltrating immune and stromal cells [19]. Figure 2b–f shows the relationship between the expression signature levels using scatter plots. We also examined the overlap of signature genes. The highest overlap was observed between “Proliferation” (366 genes) and “Cell cycle” (653 genes) (104 genes overlapping). However, as the CD133-up (GC; 177 genes) signature genes showed that < 10% of genes overlapped with the other signatures, a mere gene overlap did not explain the observed correlation between the expression signatures.

**Fig. 2:**
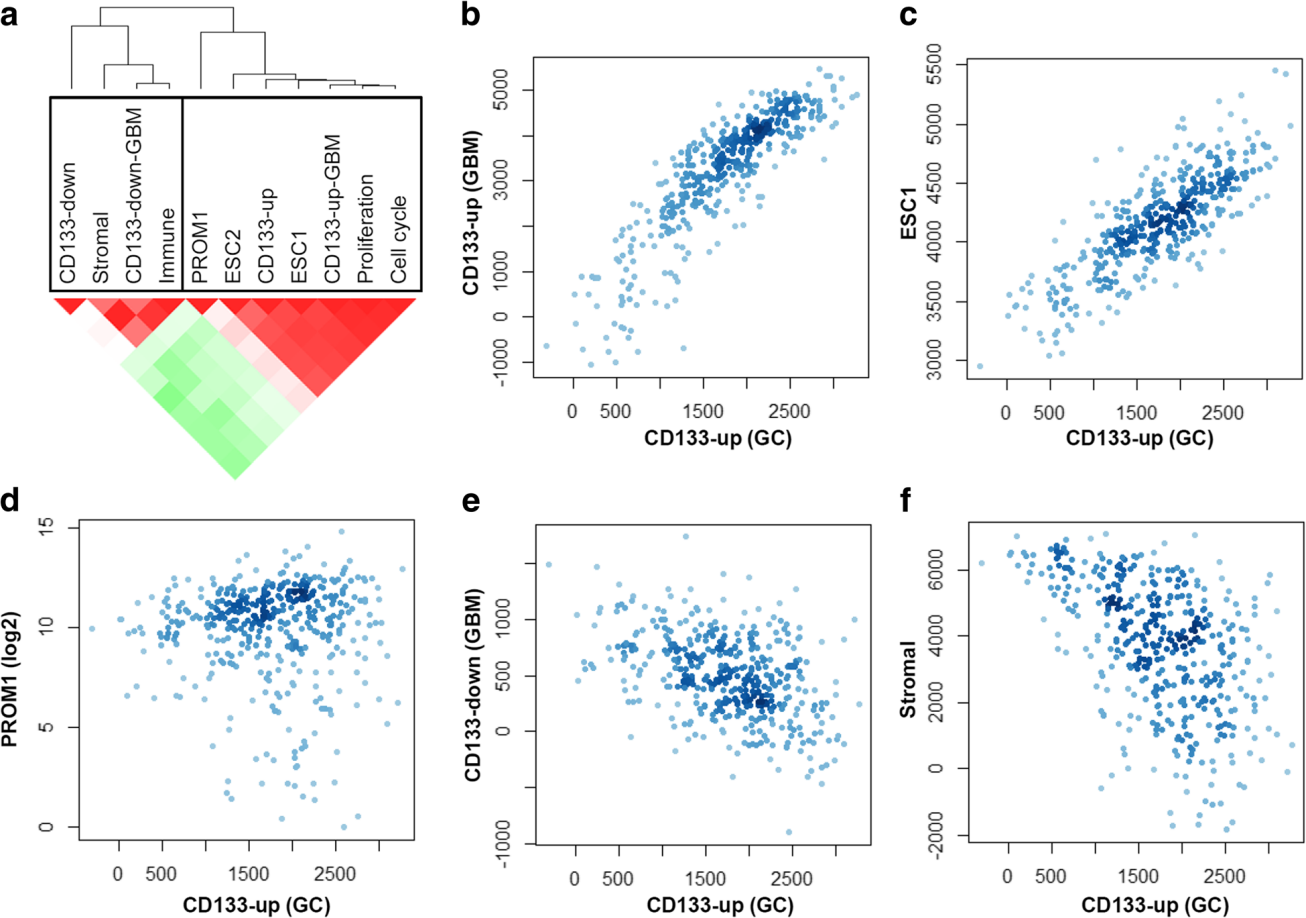
The relationships of stem cell-related signatures. **a** Hierarchical clustering of expression signature from multiple stem cell-related signatures and those of tumor-infiltrating immune and stromal cells segregated into two major clusters. The CD133 down [gastric cancer (GC) and glioblastoma multiforme (GBM)] clusters included stromal and immune signatures (left). CD133-up (GC and GBM) clusters included embryonic stem cell signatures (ESC1 and ESC2) and those representing cell proliferation and the cell cycle (right). A heat map shows the level of the Pearson’s correlation coefficient (red and green for higher and lower correlations, respectively) in a pairwise manner. **b**–**f** As noted, scatter plots show the distribution of TCGA GC samples according to the expression levels from stem cell-related signatures

### Clinicopathological features associated with CD133 expression signature in GC

We further evaluated the CD133 expression signature in terms of their correlation with or enrichment of the clinicopathological features of GC as available in the TCGA consortium (Fig. 3). Among the 33 clinicopathological features examined, we determined those significantly correlated (*P* < 0.01) with the CD133-up (GC) signature. Thirty-three clinicopathological features were listed with the statistical tests and the significance levels for their enrichments of or associations with CD133 expression signature levels (Additional file 2: Table S4). First, significantly higher CD133 expression signatures were noted for intestinal types compared to diffuse types (Fig. 3a; *P* = 3.3e-13) and also for stage I GC tumors (Fig. 3b; *P* = 0.0025). Among the four molecular taxa of GC previously proposed [21], high and low CD133 expression signatures were observed for GC with microsatellite instability (MSI) and genomically stable GC, respectively (Fig. 3c; *P* < 2.2e-16). The association of CD133 expression signature with MSI further showed that significantly higher CD133 expression signatures were observed in MSI-H (high) tumors compared to MSI-L (low) and MSS (microsatellite-stable) tumors as well as in tumors with DNA promoter methylation of *MLH1*, a well-known somatic alteration leading to MSI (Additional file 1: Figure S4). MSI-H GC tumors frequently show elevated mutation abundance and we also found high CD133 expression signatures in hypermutated GC tumors (Fig. 3d; *P* = 2.0e-07) with a significant correlation of the CD133 expression signatures and increased mutation burdens across individual GC tumors (Fig. 3f; *P* < 2.2e-16). Among the major mutations of GC, mutations of *TP53*, *PIK3CA*, *KRAS*, *ARID1A*, and *RHOA* were evaluated, whereas only *ARID1A* mutations were significantly associated with CD133 expression signature (*P* = 0.0007; Fig. 3e). Regarding tumor ploidy and purity, tumor purity was significantly associated with CD133 expression signature (*P* = 2.8e-06; Fig. 3g), which was consistent with the inverse correlation with the expression signatures representing tumor-infiltrating immune and stromal cells (Fig. 2a and f). We also investigated the relationship of CD133 signature levels with the selected clinicopathological features for an independent GC cohort [22]. We consistently observed that high CD133 signature levels for intestinal subtype, stage I tumors, MSI molecular subtype GC, and those negative for MLH1 IHC (Additional file 1: Figure S5).

**Fig. 3:**
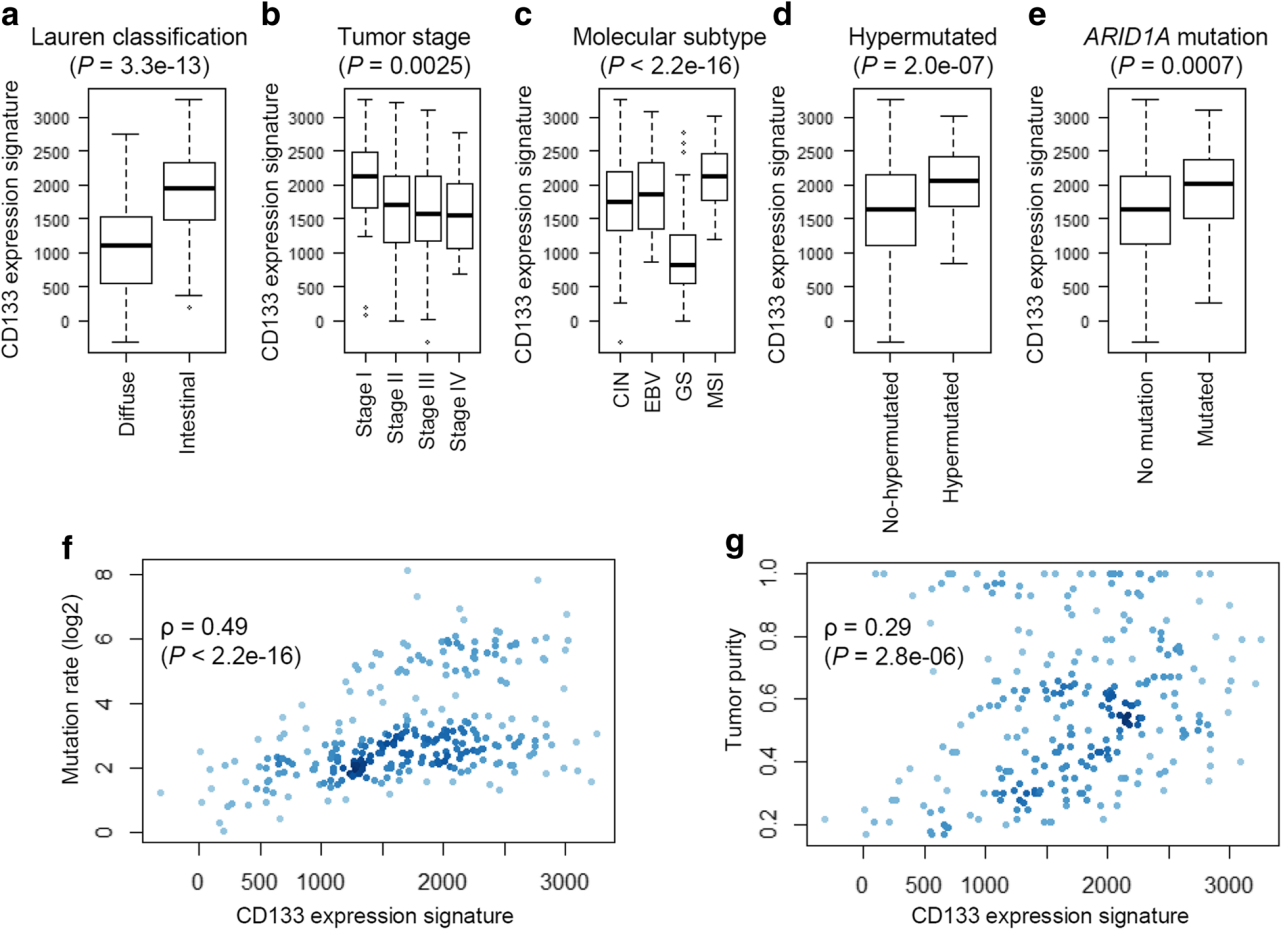
Clinicopathological features and CD133 expression signature levels. Among the clinicopathogical features examined, significant correlations with CD133 expression signature (*P* < 0.01) are shown. A complete list of the features examined and their statistical significance are available in Additional file 2: Table S3

### The relationship between CD133 expression signature levels and IHC

The CD133 stem cell markers have been evaluated by IHC-based quantification of CD133 protein expression. To evaluate the CD133 expression signature levels in terms of the conventional IHC-based CD133+ and CD133- GC classifications, we conducted microarray-based gene expression profiling of 18 primary GC cancers (ten CD133+ and eight CD133- cases with the cutoff of IHC score of 6; Fig. 4). In the cohort, a correlation among the CD133 expression signature levels (Fig. 2a) was consistently observed, including an inverse correlation between the expression signature levels of CD133-up and stromal cells (Fig. 4a). Notably, there was no apparent relationship between the CD133 expression signature levels and IHC-based CD133 positivity. No significant difference in signature activity was observed between CD133+ and CD133- primary GC cases (*t*-test), including PROM1 expression. Additionally, the SNR (CD133+ vs. CD133-) estimated from the cell lines and primary GCs were not correlated with each other (*r* = − 0.0047; *P* = 0.405; Fig. 4b). In vitro-driven CD133 signature genes (177 and 129 genes with the cutoff of SNR 1.0 and − 1.0, respectively) do not overlap with similarly sized differentially expressed genes (154 and 144 genes with the cutoff of SNR 0.7 and − 0.7 for primary cases). 

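Each of the 12 arrays was left out in turn and called by its nearest other arrays, by 1 minus Pearson's r over gene-centred log2 intensities of all tested genes. With 3 neighbors, 0 of the 12 arrays were called right. The nearest array was the other array of the same population for all 12, and the remaining neighbors were both arrays of the other fraction of the line. With 1 neighbor the accuracy was 100%, so each call rested on the second array of the same population. It was 66.7% with 5 neighbors, 83.3% with genes chosen by SNR on the remaining arrays, and 0% with the 1000 genes of highest MAD or with Euclidean distance. When all 4 arrays of a line were left out together and arrays were centred within each line, 12 of 12 were called right with 1, 3 or 5 neighbors and with the 1000 genes of highest MAD. Centring makes the fractions of a line mirror each other, so these 12 calls amount to at most 3. These 3 reuse the same comparisons between pairs of lines, so they are not independent of one another. The accuracy fell to 66.7% with genes chosen by SNR on the other lines, where 0 of the 4 SNU601 arrays were called right. It was 33.3% with Euclidean distance and 58.3% without the centring.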

Importantly, k-nearest neighbors (kNN)-based leave-one-out-cross-validation (LOOCV) tests based on gene expression achieved 100% accuracy in predicting CD133+ and CD133- annotations for the 3 cell lines used to construct the in vitro CD133 expression signatures. However, the prediction accuracy for the kNN-LOOCV test of 18 primary GC cases was less than expected by chance (< 50%).

**Fig. 4:**
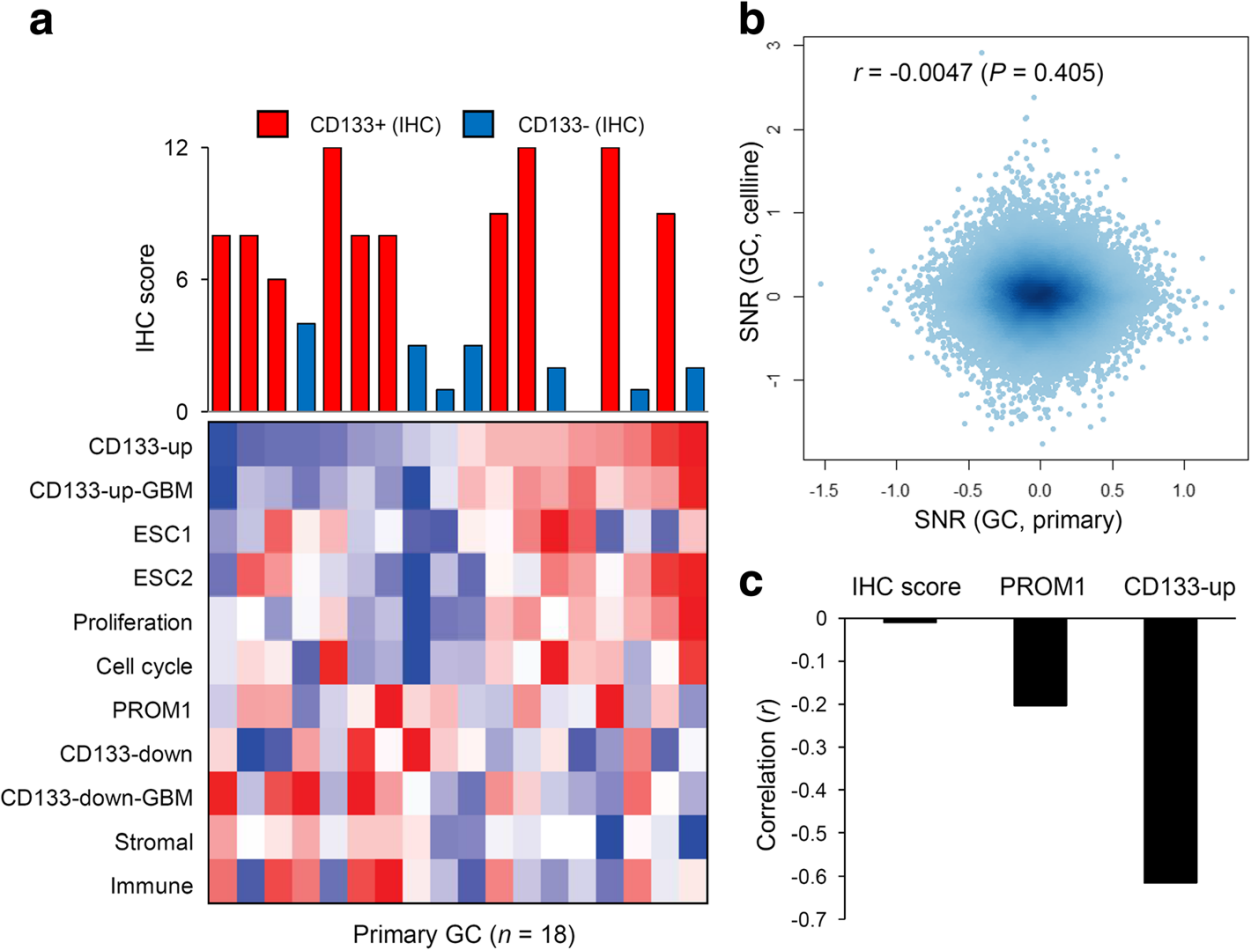
CD133 expression signature levels and immunohistochemistry (IHC)-based CD133 positivities in GC primary cases. **a** Eighteen GC primary cases were sorted in order of the expression signature level of CD133-up (the top row in the heat map). A barplot shows the level of IHC score (*y*-axis) with IHC-based CD133+ and CD133- primary cases (red and blue, respectively; upper panel). A heatmap shows the level of signature levels examined for 18 primary GC cases (below). **b** The signal-to-noise ratios (SNR) estimated from the cell lines (y-axis) and primary cases (x-axis) are shown in a scatter plot. No significant correlation was observed. **c** The correlation level with stromal signatures are shown for IHC score, PROM1 expression and CD133-up signature levels, respectively

When we calculate the correlation between the IHC score and PROM1 expression, we observed a substantial level of correlation (*r* = 0.447; *P* = 0.06). However, an inverse relationship was observed between the IHC score and CD133 signature levels (*r* = − 0.228; *P* = 0.362). We assume that this paradoxical relationship of IHC score with CD133 signature levels may be due to stromal contamination. IHC scores as evaluated by manual examination by pathologist adjusting for the non-tumor cell components such as stromal cell, are not correlated with stromal signatures level (*r* = − 0.01; Fig. 4c). But stromal signature showed a substantial level of inverse correlation with PROM1 expression and CD133 signature scores (*r* = − 0.203 and − 0.615, respectively; Fig. 4c). It is expected that epithelium-driven PROM1 expression and CD133 signature scores may be inversely correlated with the stromal signature scores and the stromal signature levels may be a confounding factor in the evaluation of the relationship between IHC score and CD133 signature scores as well as with PROM1 expression.

### The impact of CD133 expression signatures on survival

To reduce the number of genes in the CD133 signatures for potential clinical utility, we selected 36 genes that appeared at least two times in three CD133/stemness-related signatures (“CD133-up”, “CD133-up-GBM” and “ESC1”). Of interest, PROM1 is the only gene commonly appeared in the three signatures. We annotate the 36 gene-sized signature as ‘core-in vitro-stemness’ (CIS) signature. The list of 36 CIS signature genes is available in Additional file 2: Table S5. CIS signature levels (asterisk in Fig. 5a) are correlated with those representing CD133-up and ESC, but inversely correlated with those of immune and stromal signatures in the expression of stomach cancers. This relationship among the signatures including CIS signature are consistently observed across 20 major tumor types as obtained from TCGA consortium (Additional file 1: Figure S6).

**Fig. 5:**
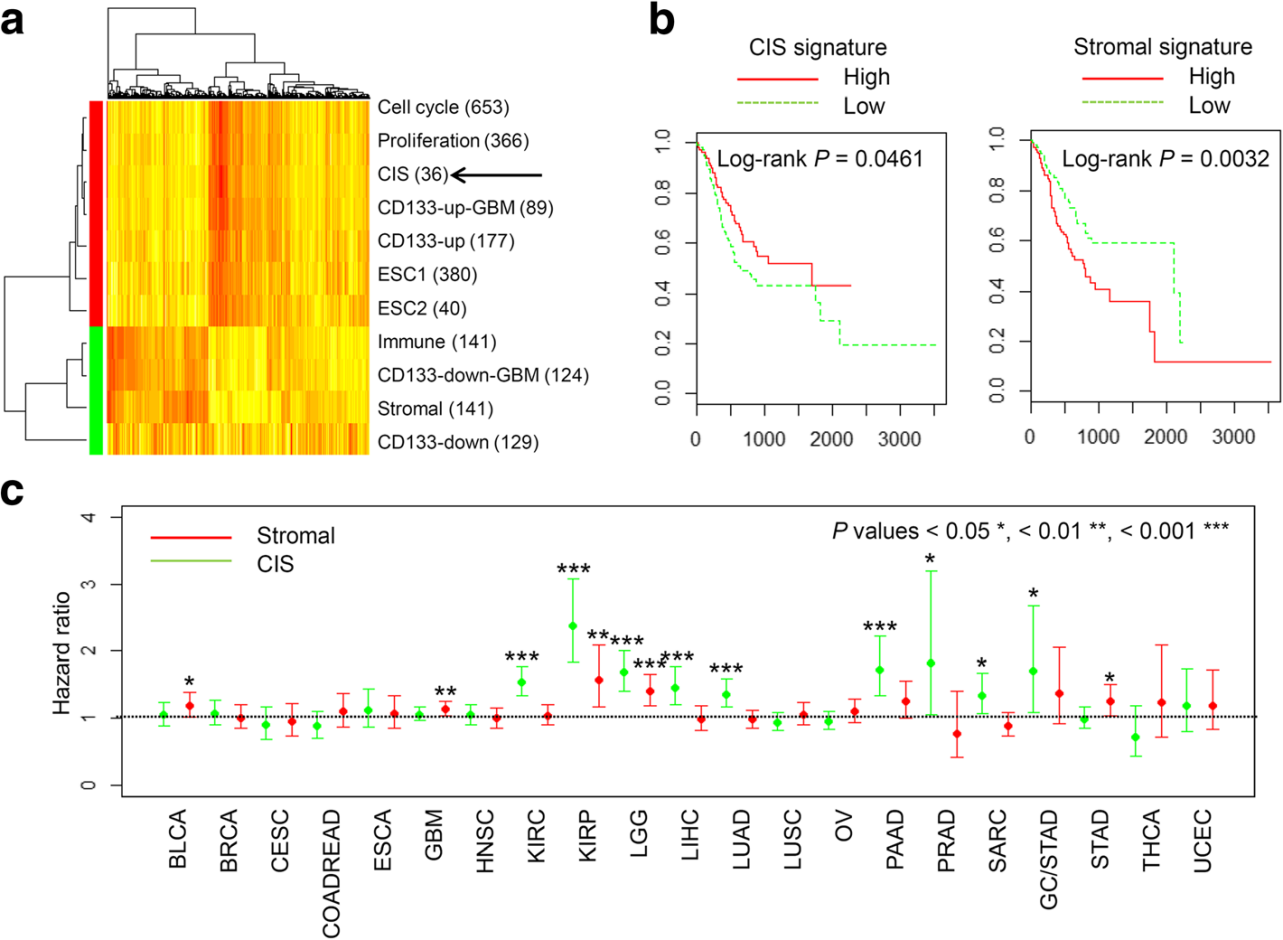
Patient survival with respect to the expression signature of CD133 and stromal cells. **a** A heatmap shows the relationship of the signature levels including CIS signature (indicated by an arrow) in TCGA GC expression profiles. Yellow and red represent high and low signature levels, respectively. The number of genes in the signatures are shown in parenthesis. **b** Kaplan–Meier survival curves are shown for TCGA GC patients with high and low CD133 expression signature levels (red and blue, respectively; left). Significance was estimated using the log-rank test and shown in the panel. Similarly analyzed for the level of stromal signatures (right) (**c**) For 21 tumor types including GC (STAD), hazard ratios for CIS and stromal signature levels (green and red lines, respectively) estimated by multivariate Cox regression are shown. Significance levels are indicated by asterisks with individual plots

It was noted that the clinicopathological features associated with high CD133 expression signatures were associated with good prognostic GC features, such as intestinal type and low tumor GCs. in addition, high mutation burdens and MSI genotypes have also been considered good prognostic markers in GC [22], especially as potential predictive markers for immune checkpoint blockade treatment [25]. Thus, we first evaluated whether CIS signature levels are associated with clinical outcomes in GC patients. We observed that high and low CIS signature levels were associated with favorable and unfavorable patient overall survival rates, respectively (Fig. 5b; Log-rank *P* = 0.0461). The expression signature levels of stromal cells, which were inversely correlated with CD133 expression signatures, showed contrasting relationships with overall survival, i.e., the high and low stromal signature levels were associated with unfavorable and favorable patient survival, respectively (Fig. 5b; Log-rank *P* = 0.0032). This univariate analysis suggests that the CD133/stemness and stromal signature activity are favorable and unfavorable outcome predictors of GC, respectively. The relationship of patient survival with the stromal signature level is reasonable since the stromal signature levels may represent the extent of epithelial-to-mesenchymal transition, which is known as a poor prognostic factor of GC [22]. However, CD133 levels have been also proposed as unfavorable prognostic factors in previous reports [5–12], which is in contrast with our observation. We assume that this paradoxical result may come from the inverse relationship between the CD133 and stromal signature activities and we performed multivariate analysis taking two features into accounts simultaneously. Results of multivariate survival analysis of CIS and stromal signature levels are shown across 21 tumor types including GC (Fig. 5c). For the GC as well as BLCA and GBM, only the stromal signatures were associated with unfavorable survival while the CIS signature levels may not be significantly associated with patient survival after adjusting for the stromal effects. For seven tumor types (KIRC, LIHC, LUAD, PAAD, PRAD, SARC, and SKCM; see Methods for the abbreviations of tumor types), only the CIS signature levels showed significant relationship with patient survival as poor prognostic factors. In KIRP and LGG, both CIS and stromal signature activities were associated with unfavorable prognosis. These results suggests that the impact of CD133 and stromal activity are both unfavorable prognostic factors but the extent may be variable across tumor types.

## Discussion

In this study, we identified in vitro CD133 expression signatures from three GC cell lines and evaluated their expression-based signature levels and clinicopathological associations in primary GC datasets. Because of known GC heterogeneity [13] along with the substantial fraction of non-tumor cell components in primary tumors [19, 26], we chose cell lines to robustly detect the gene expression signatures associated with the activity of CD133 stem cell marker. We also obtained expression profiles of primary GCs (*n* = 18) with IHC-based CD133 positivity calls. A prediction test based on kNN-LOOCV showed that the prediction accuracy of CD133+ and CD133- were 100% and < 50% for cell lines and primary GC cases, respectively suggesting that the expression profiles of primary GCs may not discriminate the IHC-based CD133 positivity. This discrepancy may be due to the weak relationship between mRNA and protein abundance [27, 28]. In this study, we assume that one potential cause for the discrepancy between the IHC-based CD133 positivity and CD133 expression signature levels along with PROM1 expression may be the extent of stromal contamination. Since the epithelial tumor component is the major source for the CD133 signature activity with PROM1 expression, these features will be proportional to the tumor purity and also inversely correlated with stromal signature levels. It is controversial whether the tumor purity can be considered as intrinsic biological feature of tumors, but it is reasonable that tumor purity can be a confounding factor in genomic and clinical association studies [26, 29]. Because the IHC-based CD133 classification is commonly used, further investigation is needed to ascertain whether the transcriptome profiles of CD133+ and CD133- primary GCs are too heterogeneous to obtain robust signatures as well as to determine the extent to which the tumor purity or the stromal component impact the clinical evaluation of expression-based CD133 signatures.

For expression signature levels estimated from PanCancer-scale expression profiles including GC, the CD133 expression signatures were concordant with those of other tumors (GBM) and human ESCs. These transcriptional similarities across stem cell-related expression signatures emphasized the common molecular features associated with stem cells that are also present in primary cancers and stem cell lines. Additionally, the enriched molecular terms with CD133 signature genes and the correlations with the levels of other expression signatures, such as cell proliferation and cell cycle, suggested that cancer stem cells in GC and GBM might share a high level of cellular proliferation and reduced cell cycling [30]. This association has been interpreted as indicating that high CD133 expression signature levels are associated with more advanced tumors because somatic mutations accumulate during cancer progression [16]; however, the association of high CD133 expression levels in low tumor stages in our study suggested that the activity of CD133 may arise early in cancer development [31]. Moreover, the association of high CD133 expression signature with elevated mutation burdens in our study was largely attributed to the association of CD133 expression signature with MSI-H cancers. Given recent highlights on immune checkpoint blockade treatment in various cancer types including GC, the understanding for the association between the CD133 activity and hypermutation may be further required.

The IHC-based CD133 protein level quantification has been proposed as a prognostic marker for some tumors, including GC, but a clear relationship has not yet been established. In general, IHC-based CD133 positivity in GC has been regarded as a feature associated with high-stage and high-grade tumors with poor prognosis [5–12]. Our univariate analysis of CD133 signature (CIS signature) with patient survival showed that elevated CD133 activity may indicate favorable prognosis, which is in contrast with previous reports. First, we found that CD133 signature levels did not correlate with IHC-based CD133+/CD133- assignments suggesting that the protein level of the CD133 single-marker gene may not reflect the aggregated behavior of CD133-associated genes in the transcriptome. However, given the inverse correlation of CD133 signature activity with those of stromal cells, it is reasonable to assume that CD133 marker is specifically expressed in tumor cells and that the level of CD133 expression may be dependent on tumor purity in a similar manner as immune genes in tumor-infiltrating immune cells [29]. In the CD133 GBM study, the high levels of CD133 were associated with a GBM subtype with the highest tumor purity (i.e., GBM proneural group), and our findings that the CD133 expression signature levels were significantly correlated with tumor purity (Fig. 3g) may support this assumption. When we employed multivariate analysis considering two signature levels (CIS and stromal) simultaneously, we observed that both features represent unfavorable prognostic factors across multiple tumor types, but in a varying degree across tumor types. In GC genome, we assume that the stromal signature levels may reflect the extent of epithelial-to-mesenchymal transition, one of the known poor prognostic factors in GC genomes. Although CD133 activity is also an unfavorable prognostic factor, their inverse relationship with stromal signature score may lead to a discrepancy in the interpretation of their impact on patient survival. Thus, it requires a caution in evaluating the clinical impact of features that are associated with the tumor purity and stromal signature levels as we have observed for the impact of stromal signature on clinical outcomes dominates those of CD133 signature levels for at least three cancer types such as GC along with GBM and kidney cancers.

## Conclusions

Our findings indicated that the CD133 expression signature levels in GC cell lines showed transcriptional similarities with other stem cell-related expression signatures but were inversely correlated with those of tumor infiltrating stromal cells. The CD133 and stromal signature levels may be unfavorable prognostic factors across multiple cancer types including GC but their inverse relationship may influence their impact on clinical outcome.

## Additional files

Additional file 1: **Figure S1.** Fluorescence-activated cell sorting of CD133 in gastric cancer cell lines. CD133- cells were collected in overlapping area (about 6%) between isotype control (nonspecific staining) and CD133 staining for there cell lines by flow cytometry. CD133+ boundaries of three cell lines were set (about 10%) by clear division with negative population. **Figure S2.**. RNA expression levels of up- and down-regulated genes. The relative concentrations of RNA for CDC2 (the most up-regulated in CD133+ cell lines) and ARG1 (the most done-regulated in CD133+ cell lines) genes were measured by quantitative reverse transcription polymerase chain reaction (qRT-PCR). In three gastric cancer cell lines, CDC2 expression was higher in the CD133+ cell lines than those of CD133-. ARG1 expression was low in the CD133- KATO-III and SNU216 cell lines, but was not in the SNU601. **Figure S3.** Deconvolution of CD133 signatures. The relative abundance (%; *y*-axis) of CD133+ and CD133- signatures (red and blue, respectively) estimated by CIBERSORT algorithm are shown for 3 cell lines (CD133+ and CD133- in replicates). For two cell lines (KATO-III and SNU216), exclusive enrichment of CD133+ and CD133- signatures in the corresponding sorted cells. **Figure S4.** CD133 expression signature associated with MSI status. (a) TCGA stomach cases are distinguished into MSI-H, MSI-L and MSS cases and shown for the CD133 expression signature levels (*y*-axis). (b) CD133 expression signature levels are shown for the cases with or without the *MLH1* promoter methylation as a major genomic event associated with sporadic MSI-H. **Figure S5.** CD133 expression signature associated with clinical features. In an independent cohort of 300 GC primary cases (GSE62254), the correlative analyses with CD133 signature levels were performed for (a) Lauren classification, (b) tumor stages, (c) molecular subtypes, and (4) MLH1-IHC positivity. **Figure S6.** Relationship of CD133/stem cell signatures across 20 tumor types. Heatmaps are shown as the clustering results of CD133 and related signatures. Similarly analyzed with main Fig. 5a and CIS signature is marked with an asterisk. Seven and four gene sets that were segregated into two splits of main Fig. 5a (red and green, respectively) were consistently observed as two splits across 20 additional tumor types.

Additional file 2: **Table S1.** Differentially expressed genes in CD133 + −vs.-CD133- gastric cancer cell lines. A total of 177 and 129 up- and down-regulated genes (SNR > 1.0 and SNR < − 1.0, respectively) in CD133+ cells compared to CD133- cells are listed with gene symbol and SNR. Type indicates whether the genes are up- or down-regulated in CD133_ cells. Additional information including the RefSeq ID, chromosome and gene descriptions are also shown. **Table S2.** Primers sequence of reverse transcription polymerase chain reaction. Primers of up-regulated CDC2 gene and down-regulated ARG1 genes in CD133+ cells are listed. **Table S3.** GO categories enriched with CD133 signature genes. The GO terms substantially enriched (*P* < 0.01; Fisher’s exact test) are listed for their categories (whether enriched in CD133+ up- or down-regulated genes). The number of genes in GO terms are Gene Size and the overlapping CD133 signature genes are DEG. Significance from Fisher’s exact test is *P* value. **Table S4.** Correlation of CD133 signature and clinicopathological features in GC. A total of 34 features were evaluated with CD133 signature as available in TCGA consortium. The types of statistical tests, significance level and the classes used for the tests are listed. **Table S5.** CIS signature. 36 genes were selected as those appeared at least twice in three CD133/stemness-related signatures.

## Abbreviations

BLCA: Bladder urothelial carcinoma
BRCA: Breast invasive carcinoma
CESC: Cervical and endocervical cancers
COADREAD: Colorectal adenocarcinoma
ESC: Embyonic stem cell
ESCA: Esophageal carcinoma
GBM: Glioblastoma multiforme
GC: Gastric cancer
GSEA: Gene set enrichment analysis
HNSC: Head and neck squamous cell carcinoma
IHC: Immunohistochemistry
KIRC: Kidney renal clear cell carcinoma
KIRP: Kidney renal papillary cell carcinoma
kNN: k-nearest neighbors
LGG: Lower grade glioma
LIHC: Liver hepatocellular carcinoma
LOOCV: Leave-one-out-cross-validation
LUAD: Lung adenoma carcinoma
LUSC: Lung squamous cell carcinoma
MAD: Median absolute deviation
MSI: Microsatellite instability
OV: Ovarian serous cystadenocarcinoma
PAAD: Pancreatic adenocarcinoma
PRAD: Prostate adenocarcinoma
SARC: Sarcoma
SKCM: Skin cutaneous melanoma
SNR: Signal-to-noise ratio
THCA: Thyroid carcinoma
UCEC: Uterine corpus endometrial carcinoma

# Supplementary material for: Impact of in vitro driven expression signatures of CD133 stem cell marker and tumor stroma on clinical outcomes in gastric cancers
**Source:** BMC Cancer. 2019 Feb 4;19:119. doi: 10.1186/s12885-019-5332-y
**Supplement:** Supplementary file 1 — Figure S1. Fluorescence-activated cell sorting of CD133 in gastric cancer cell lines. CD133- cells were collected in overlapping area (about 6%) between isotype control (nonspecific staining) and CD133 staining for there cell lines by flow cytometry. CD133+ boundaries of three cell lines were set (about 10%) by clear division with negative population. Figure S2.. RNA expression levels of up- and down-regulated genes. The relative concentrations of RNA for CDC2 (the most up-regulated in CD133+ cell lines) and ARG1 (the most done-regulated in CD133+ cell lines) genes were measured by quantitative reverse transcription polymerase chain reaction (qRT-PCR). In three gastric cancer cell lines, CDC2 expression was higher in the CD133+ cell lines than those of CD133-. ARG1 expression was low in the CD133- KATO-III and SNU216 cell lines, but was not in the SNU601. Figure S3. Deconvolution of CD133 signatures. The relative abundance (%; y-axis) of CD133+ and CD133- signatures (red and blue, respectively) estimated by CIBERSORT algorithm are shown for 3 cell lines (CD133+ and CD133- in replicates). For two cell lines (KATO-III and SNU216), exclusive enrichment of CD133+ and CD133- signatures in the corresponding sorted cells. Figure S4. CD133 expression signature associated with MSI status. (a) TCGA stomach cases are distinguished into MSI-H, MSI-L and MSS cases and shown for the CD133 expression signature levels (y-axis). (b) CD133 expression signature levels are shown for the cases with or without the MLH1 promoter methylation as a major genomic event associated with sporadic MSI-H. Figure S5. CD133 expression signature associated with clinical features. In an independent cohort of 300 GC primary cases (GSE62254), the correlative analyses with CD133 signature levels were performed for (a) Lauren classification, (b) tumor stages, (c) molecular subtypes, and (4) MLH1-IHC positivity. Figure S6. Relationship of CD133/stem cell signatures across 20 tumor types. Heatmaps are shown

## Slide 1
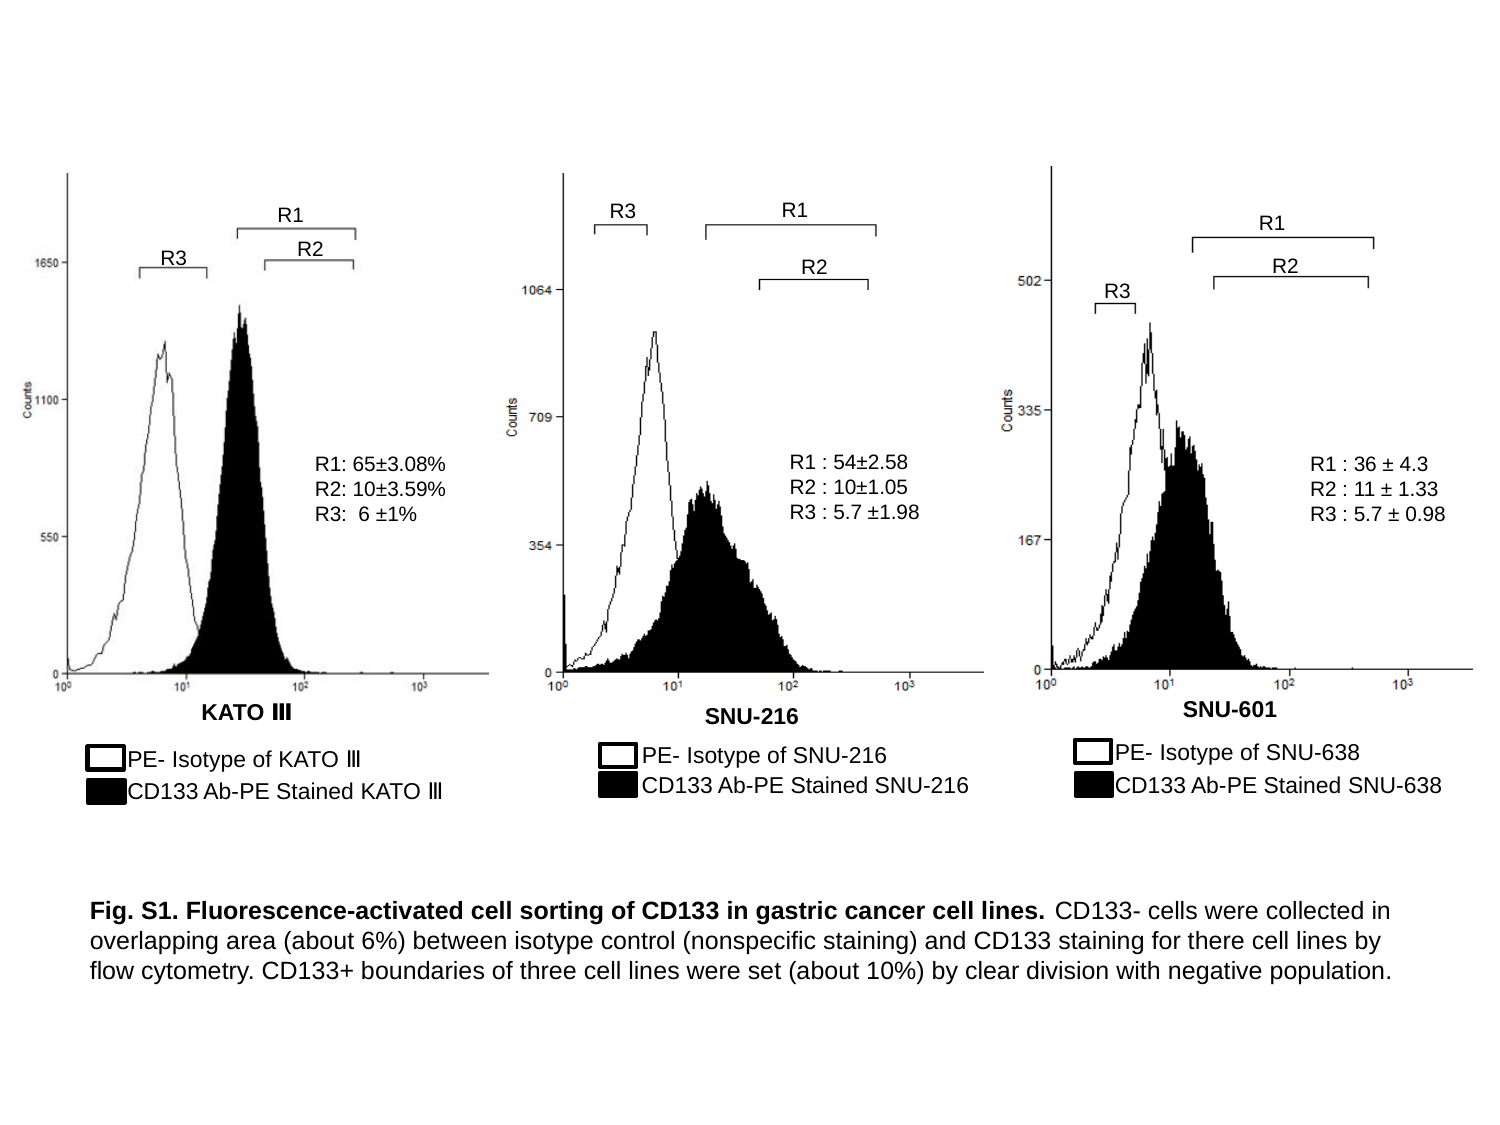

R1
R3
R1
R1
R2
R3
R2
R2
R3
R1 : 54±2.58
R2 : 10±1.05
R3 : 5.7 ±1.98
R1: 65±3.08%
R2: 10±3.59%
R3: 6 ±1%
R1 : 36 ± 4.3
R2 : 11 ± 1.33
R3 : 5.7 ± 0.98
SNU-601
KATO Ⅲ
SNU-216
PE- Isotype of SNU-638
CD133 Ab-PE Stained SNU-638
PE- Isotype of SNU-216
CD133 Ab-PE Stained SNU-216
PE- Isotype of KATO Ⅲ
CD133 Ab-PE Stained KATO Ⅲ
Fig. S1. Fluorescence-activated cell sorting of CD133 in gastric cancer cell lines. CD133- cells were collected in overlapping area (about 6%) between isotype control (nonspecific staining) and CD133 staining for there cell lines by flow cytometry. CD133+ boundaries of three cell lines were set (about 10%) by clear division with negative population.

## Slide 2
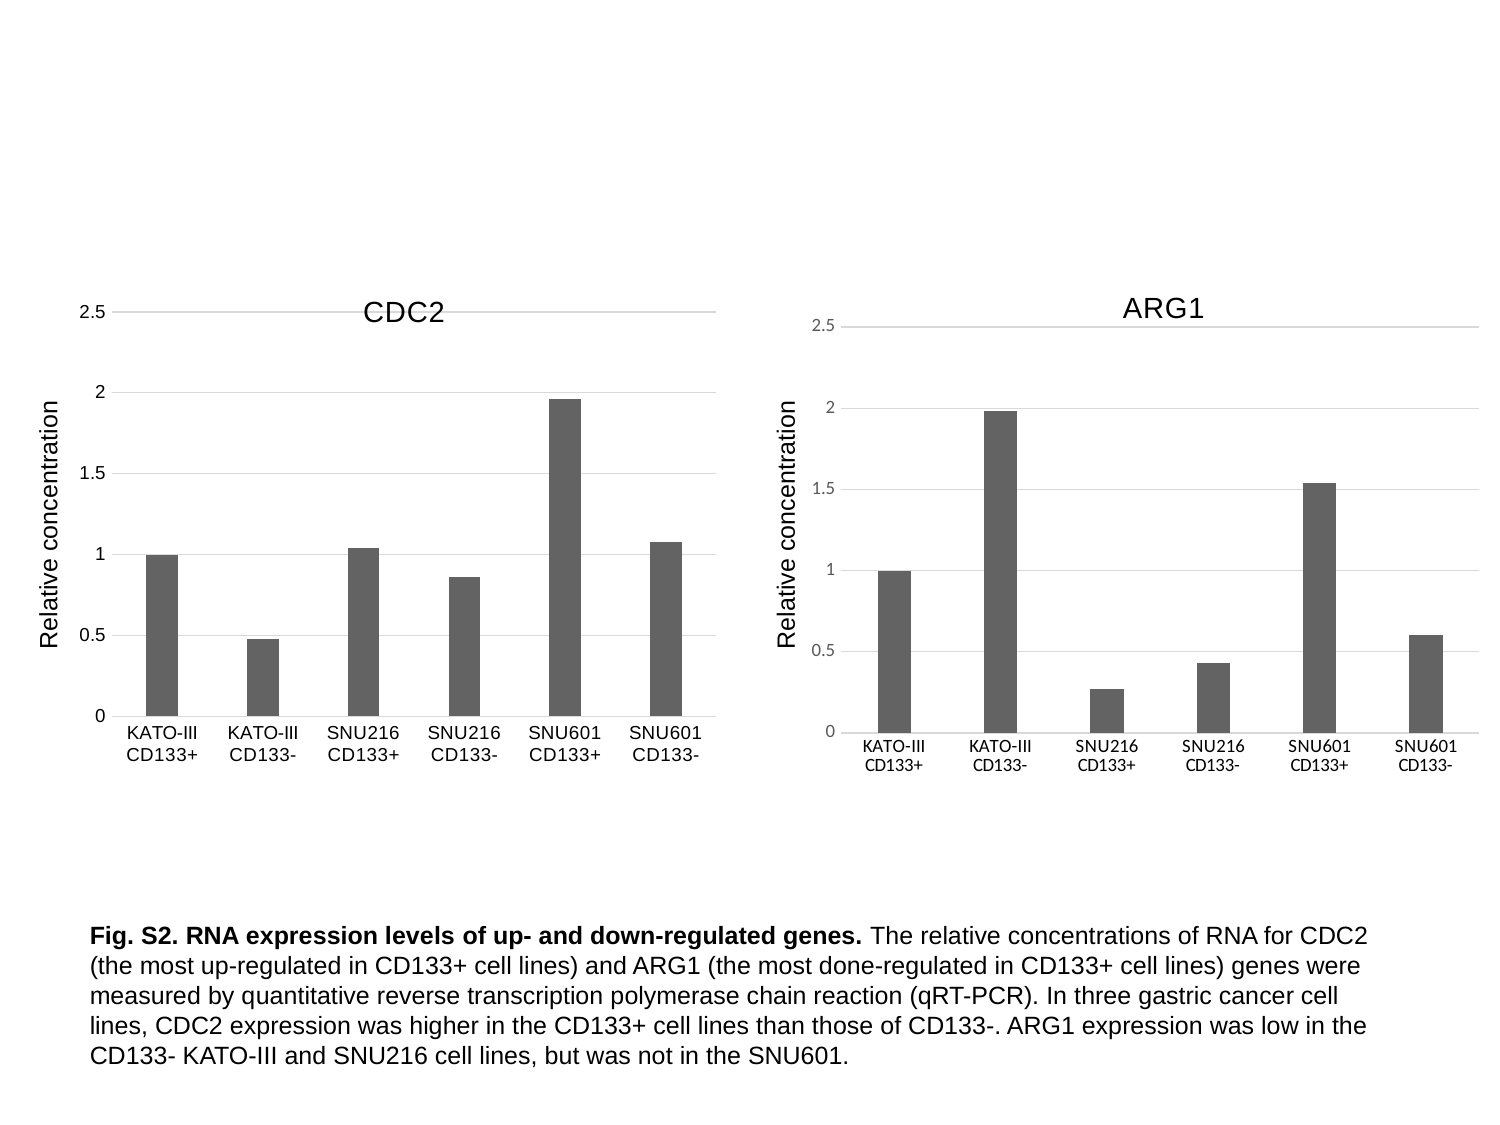

### Chart: ARG1
| Category | |
|---|---|
| KATO-III CD133+ | 1.0 |
| KATO-III CD133- | 1.9848580293051135 |
| SNU216 CD133+ | 0.2727365555415433 |
| SNU216 CD133- | 0.431705873482573 |
| SNU601 CD133+ | 1.5403119341888516 |
| SNU601 CD133- | 0.6013253421676722 |
### Chart: CDC2
| Category | |
|---|---|
| KATO-III CD133+ | 1.0 |
| KATO-III CD133- | 0.4762620058714614 |
| SNU216 CD133+ | 1.0426321253513 |
| SNU216 CD133- | 0.8608316192737728 |
| SNU601 CD133+ | 1.9629381081545456 |
| SNU601 CD133- | 1.0783586875932165 |Relative concentration
Relative concentration
Fig. S2. RNA expression levels of up- and down-regulated genes. The relative concentrations of RNA for CDC2 (the most up-regulated in CD133+ cell lines) and ARG1 (the most done-regulated in CD133+ cell lines) genes were measured by quantitative reverse transcription polymerase chain reaction (qRT-PCR). In three gastric cancer cell lines, CDC2 expression was higher in the CD133+ cell lines than those of CD133-. ARG1 expression was low in the CD133- KATO-III and SNU216 cell lines, but was not in the SNU601.

## Slide 3
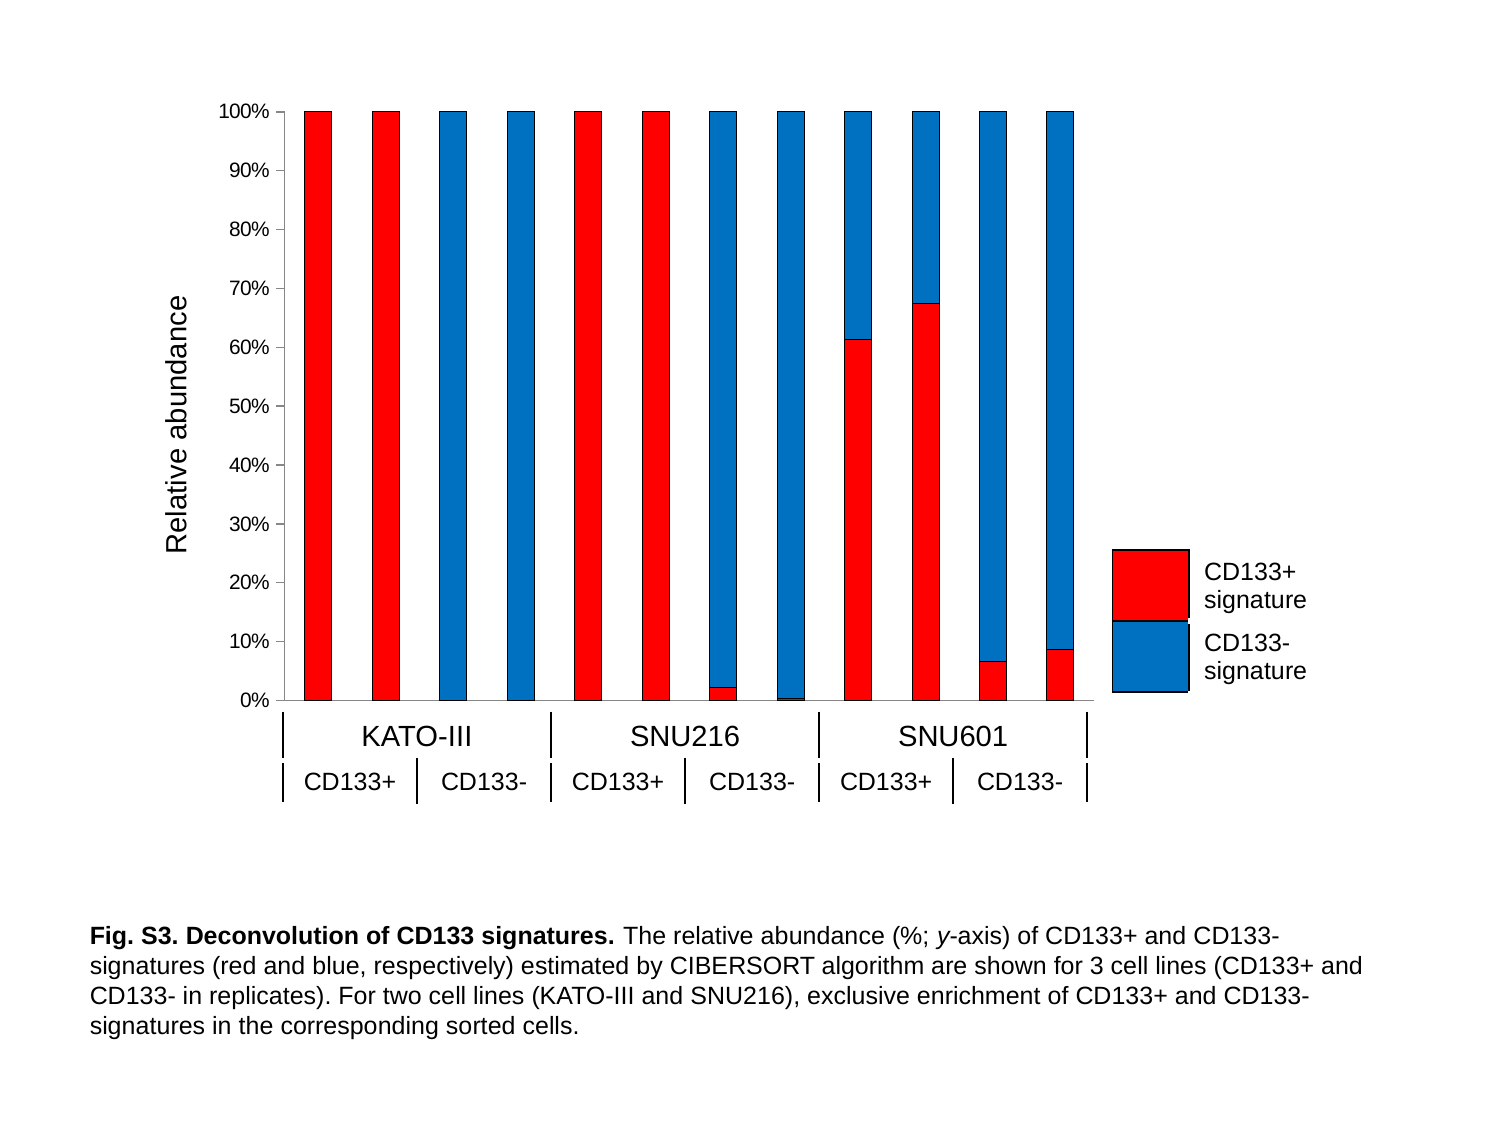

### Chart
| Category | CD133+ | CD133- |
|---|---|---|
| KATO-III-CD133+1 | 1.0 | 0.0 |
| KATO-III-CD133+2 | 1.0 | 0.0 |
| KATO-III-CD133-1 | 0.0 | 1.0 |
| KATO-III-CD133-2 | 0.0 | 1.0 |
| SNU-216-CD133+1 | 1.0 | 0.0 |
| SNU-216-CD133+2 | 1.0 | 0.0 |
| SNU-216-CD133-1 | 0.02219850439972798 | 0.9778014956002707 |
| SNU-216-CD133-2 | 0.0036964089589756046 | 0.9963035910410187 |
| SNU-601-CD133+1 | 0.61274332800227 | 0.387256671997731 |
| SNU-601-CD133+2 | 0.6752551007589 | 0.3247448992411005 |
| SNU-601-CD133-1 | 0.06685424224542803 | 0.9331457577545716 |
| SNU-601-CD133-2 | 0.08570183865043418 | 0.91429816134957 |Relative abundance
| | CD133+ signature |
| --- | --- |
| | CD133- signature |
| KATO-III | | SNU216 | | SNU601 | |
| --- | --- | --- | --- | --- | --- |
| CD133+ | CD133- | CD133+ | CD133- | CD133+ | CD133- |
Fig. S3. Deconvolution of CD133 signatures. The relative abundance (%; y-axis) of CD133+ and CD133- signatures (red and blue, respectively) estimated by CIBERSORT algorithm are shown for 3 cell lines (CD133+ and CD133- in replicates). For two cell lines (KATO-III and SNU216), exclusive enrichment of CD133+ and CD133- signatures in the corresponding sorted cells.

## Slide 4
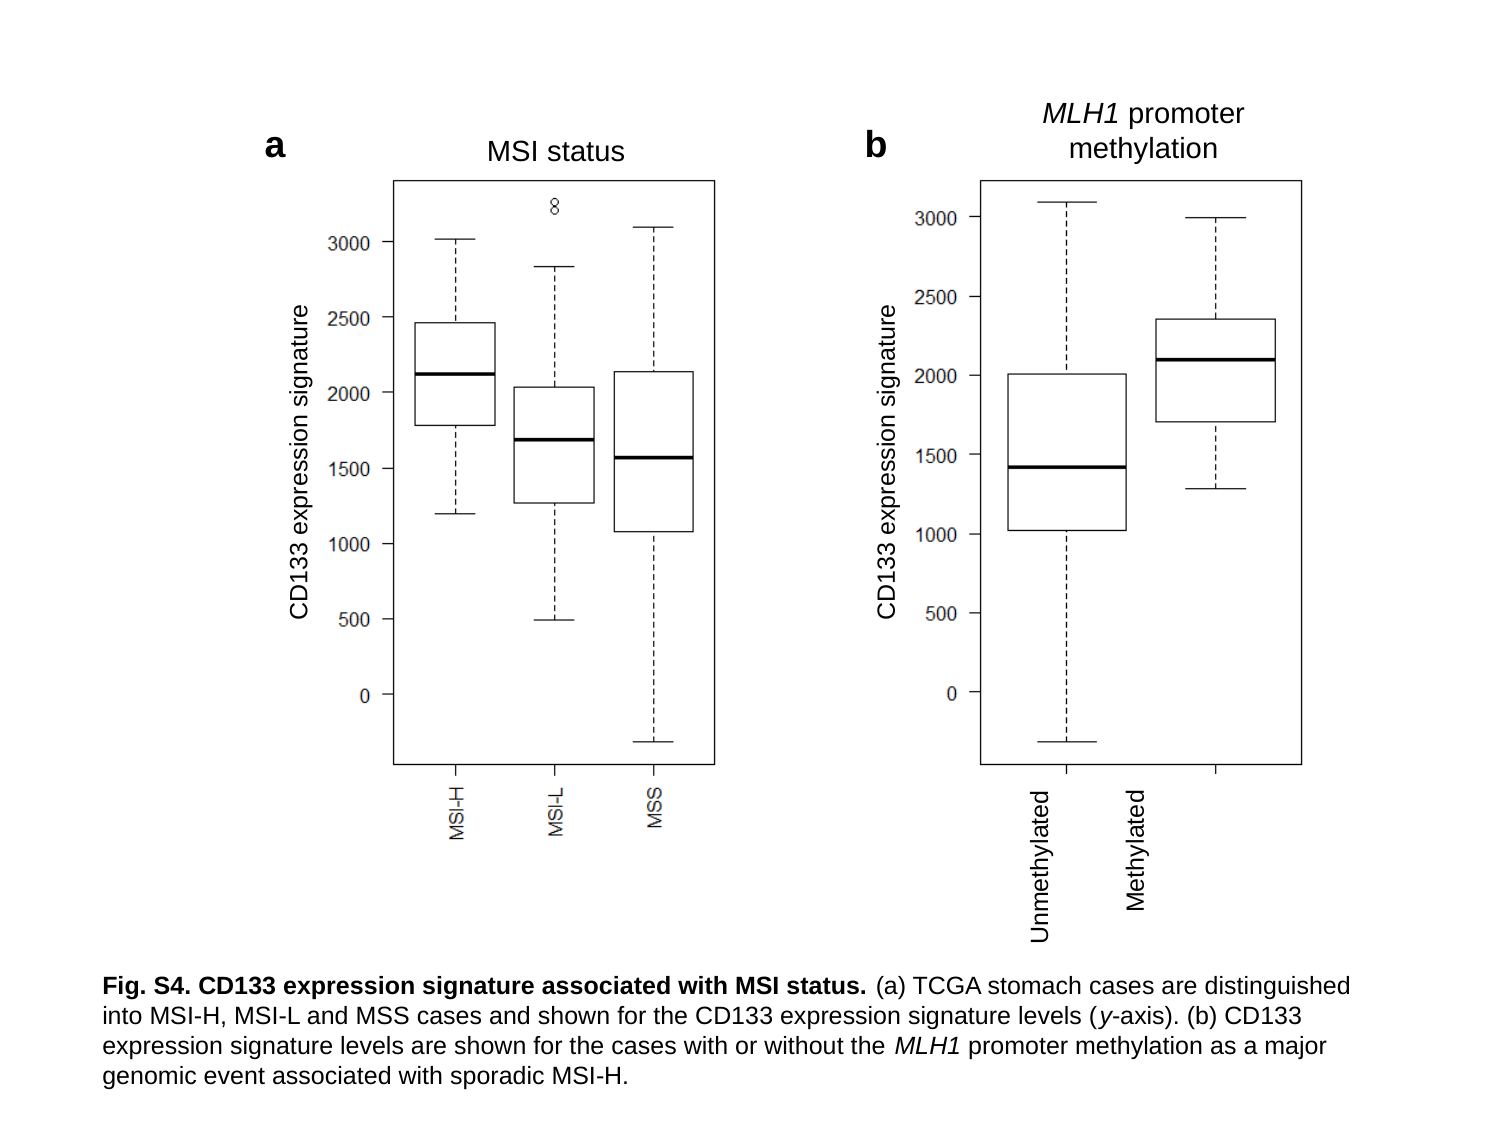

MLH1 promoter methylation
a
b
MSI status
CD133 expression signature
CD133 expression signature
| Unmethylated | Methylated |
| --- | --- |
Fig. S4. CD133 expression signature associated with MSI status. (a) TCGA stomach cases are distinguished into MSI-H, MSI-L and MSS cases and shown for the CD133 expression signature levels (y-axis). (b) CD133 expression signature levels are shown for the cases with or without the MLH1 promoter methylation as a major genomic event associated with sporadic MSI-H.

## Slide 5
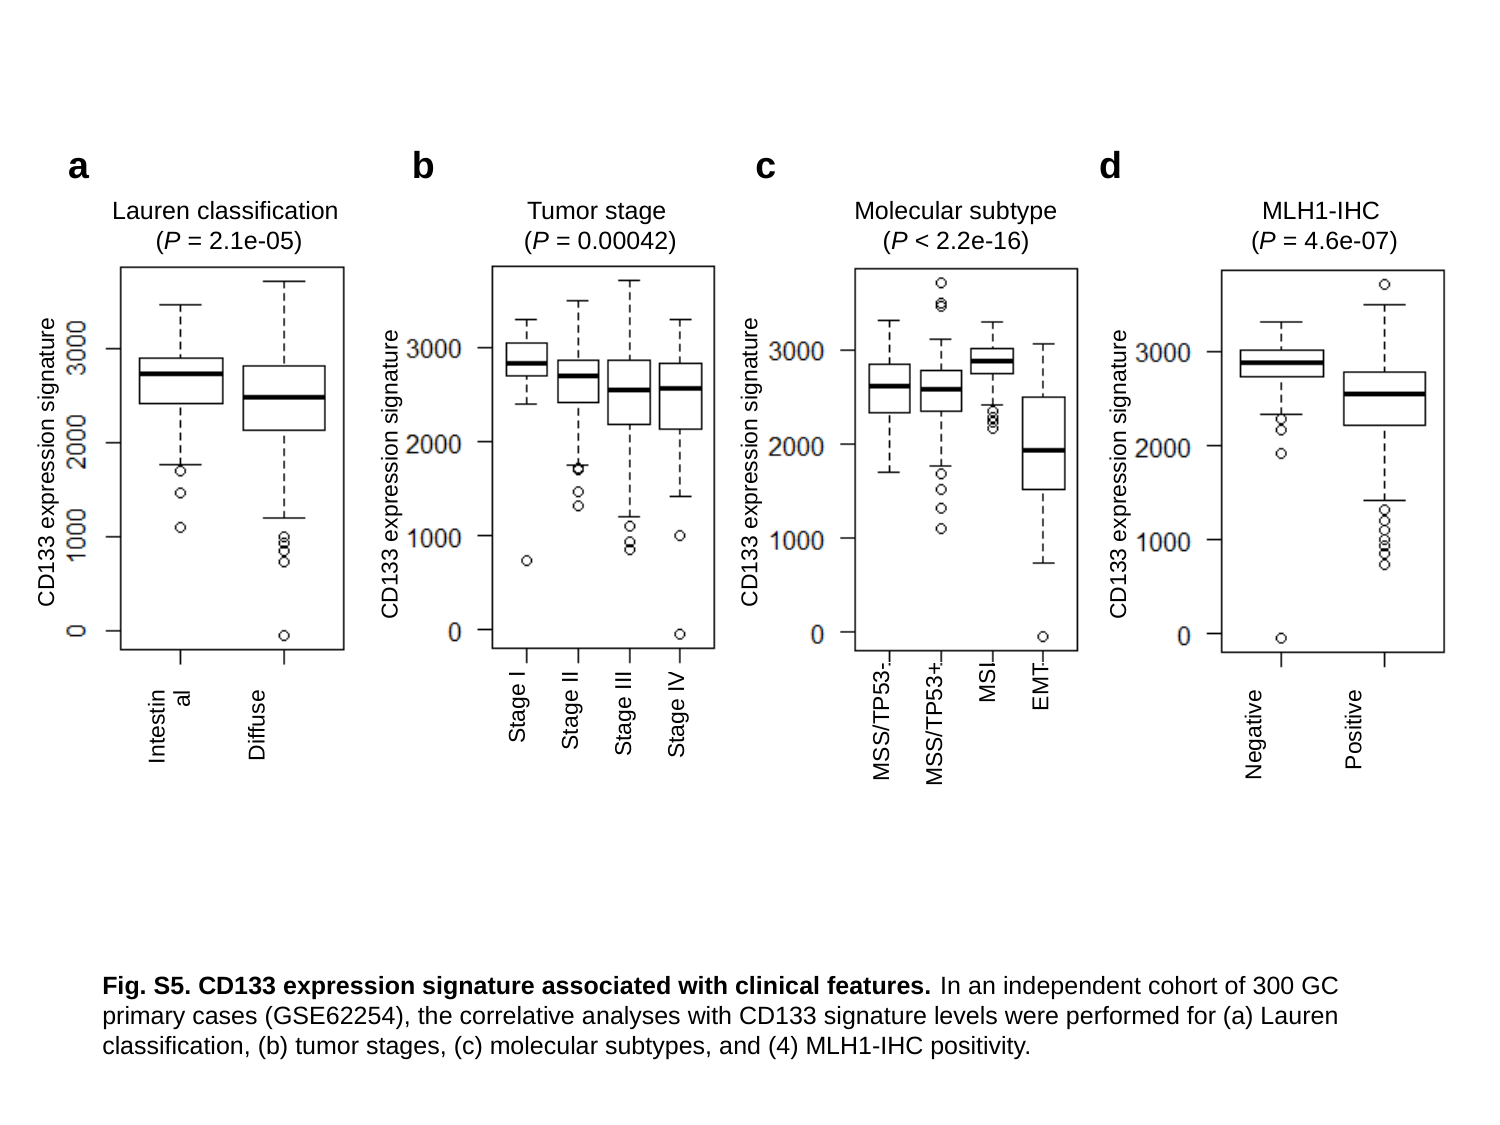

| a | b | c | d |
| --- | --- | --- | --- |
Lauren classification (P = 2.1e-05)
Tumor stage (P = 0.00042)
Molecular subtype(P < 2.2e-16)
MLH1-IHC (P = 4.6e-07)
CD133 expression signature
CD133 expression signature
CD133 expression signature
CD133 expression signature
| MSS/TP53- | MSS/TP53+ | MSI | EMT |
| --- | --- | --- | --- |
| Stage I | Stage II | Stage III | Stage IV |
| --- | --- | --- | --- |
| Intestinal | Diffuse |
| --- | --- |
| Negative | Positive |
| --- | --- |
Fig. S5. CD133 expression signature associated with clinical features. In an independent cohort of 300 GC primary cases (GSE62254), the correlative analyses with CD133 signature levels were performed for (a) Lauren classification, (b) tumor stages, (c) molecular subtypes, and (4) MLH1-IHC positivity.

## Slide 6
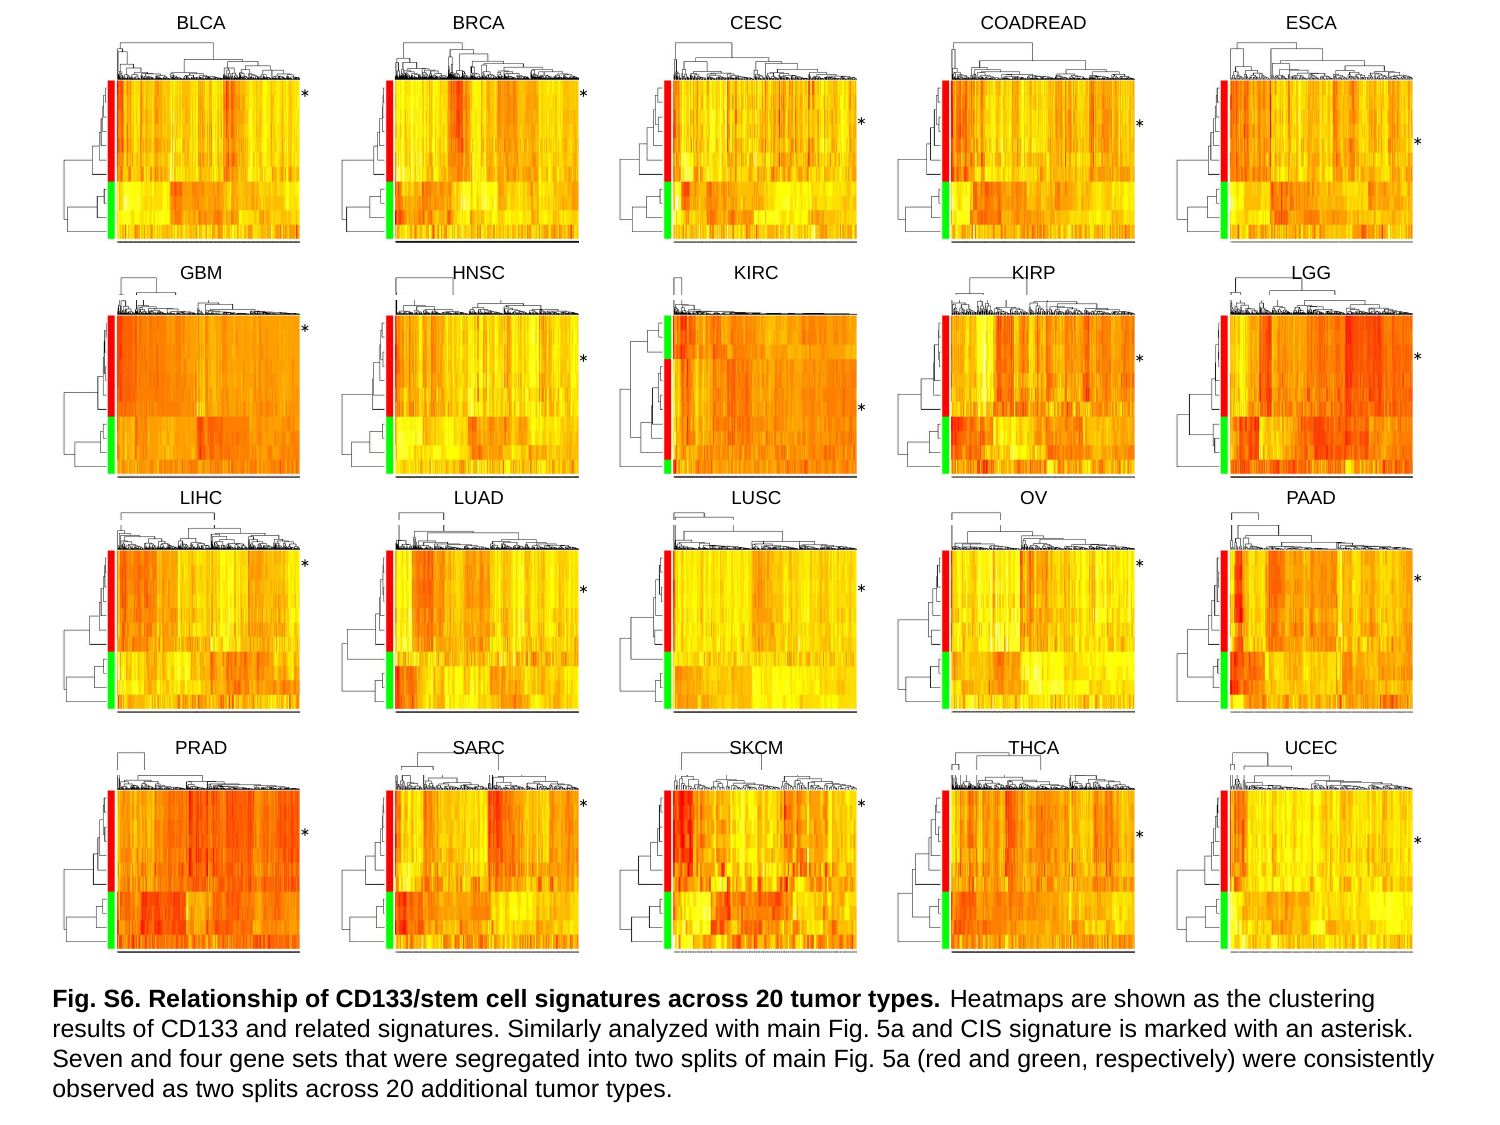

| BLCA | BRCA | CESC | COADREAD | ESCA |
| --- | --- | --- | --- | --- |
*
*
*
*
*
| GBM | HNSC | KIRC | KIRP | LGG |
| --- | --- | --- | --- | --- |
*
*
*
*
*
| LIHC | LUAD | LUSC | OV | PAAD |
| --- | --- | --- | --- | --- |
*
*
*
*
*
| PRAD | SARC | SKCM | THCA | UCEC |
| --- | --- | --- | --- | --- |
*
*
*
*
*
Fig. S6. Relationship of CD133/stem cell signatures across 20 tumor types. Heatmaps are shown as the clustering results of CD133 and related signatures. Similarly analyzed with main Fig. 5a and CIS signature is marked with an asterisk. Seven and four gene sets that were segregated into two splits of main Fig. 5a (red and green, respectively) were consistently observed as two splits across 20 additional tumor types.

How the deposited data were processed for this re-analysis (not part of the article)

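Gene expression was measured in CD133+ and CD133- cells sorted from 3 gastric cancer cell lines, KATO-III, SNU216 and SNU601, with 2 Illumina HT-12 v3 BeadChip arrays for each of the 6 sorted populations. The label of each array and the paper's text name the same lines and fractions, and the 12 arrays were assigned by these. The description deposited with the arrays names SNU201 in place of SNU216, and Additional file 1: Figure S1 labels sorting plots as SNU-638, and neither is the label of an array. The authors deposited quantile-normalized intensities, on a linear scale and with a background subtracted, with a row per gene symbol. The paper's methods state the quantile normalization. The subtraction is seen in the values, of which 32.1% are at or below 0, and the way the probes of a gene were combined is not stated. Of 34688 rows, 93 are empty on every array, and 92 of these are spike-in controls, which leaves 34595 genes with a value. The rows carry gene symbols, so no other annotation was needed.

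The analysis had been planned for log2 values, and the deposited intensities are linear. All intensities under a floor of 32.7 were therefore set to the floor, and log2 was taken. The floor is the size of the 1st percentile of all values (-32.7), used as a measure of how far the background subtraction scatters around 0. Values at the floor have no order, so a gene was tested only where it lay above the floor on at least 2 arrays, which left 20147 genes (58.2%). Between 16320 and 16474 genes lay above the floor on an array. The choice of the floor was made after the values were seen, and floors of 16 and 100 and an added offset of 100 without a floor were tried as alternatives.

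The signal-to-noise ratio (SNR) was computed as the difference between the means of the 6 CD133+ and the 6 CD133- arrays divided by the sum of their sample SDs, with thresholds of 1 and -1. The paper gives the thresholds and its text does not name the formula or the scale. Differences between the fractions over all lines were tested with limma 3.58.1 in R 4.3.3 on log2 intensities, with cell line as a block and a mean-variance trend, which leaves 8 residual degrees of freedom, and a Benjamini-Hochberg adjusted p of 0.05. Differences within each line and the interaction of line and fraction were tested by limma on all 12 arrays, in a model with a mean for each of the 6 populations, with 6 residual degrees of freedom shared by the lines. Their spread is that between the 2 arrays of a population, and it does not cover the spread between sorts if the 2 arrays share a sort, which is not stated. In the fit over all lines, the variation between lines in the effect stays in the residual together with the spread between replicates, so that fit counts the 2 arrays of a population as independent. Averaging them first, or taking the population as a random block, were alternatives.

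The arrays were clustered on the 1000 genes with the highest median absolute deviation, by average linkage on 1 minus Pearson's r of gene-centred values, and the tree was compared with the lines and fractions by the adjusted Rand index. The k-nearest neighbors test used 3 neighbors, since the paper's text does not name their number, the distance or the genes. A score per array was the mean of the upregulated minus the mean of the downregulated genes. Gene lists were tested with limma's camera, with its preset correlation, and with fry. Clustering, neighbors, scores and SNRs were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

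The genes named in the text were set before the data were examined, as were the comparisons between the fractions, their tests and most alternatives. The closing section says which further tests were chosen after the results were seen. They are PROM1, CDC2, ARG1, OVOL2 and Table 1, the 5 genes with the largest log2 change in each direction among those called over all lines and with a change of the same sign in every line, and genes of Table S1 taken by words of their descriptions. SEPT14 is named outside this rule and was chosen after its values were seen. Other splits of the arrays were counted for the SNRs and for limma, at most 100 each, with a fixed seed. Alternatives covered the scale, the SD, the treatment of the lines and replicates, the normalization, a filter on dim genes, the trend, the linkage, the neighbors, the choice of genes and leaving out each array.

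The scripts were tested on simulated data. For the comparison over all lines, with the real means and replicate spread of 11674 genes, no further variation between populations, and 200 genes changed by 1 on the log2 scale, limma recovered 97.5% with 11 false calls. For a change in KATO-III alone it recovered 81.5%, for the difference between lines 68.0%, and on population means over all lines 89.0%. In a simulation of 20000 genes for the SNR, 0.768% of unchanged genes passed 1 or -1.

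The quantitative PCR, the deconvolution, the Gene Ontology enrichment, the public tumor cohorts, the primary gastric cancers and the survival analyses have no deposited values in this series and were left out.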

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

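The tests for variation between sorts, for incomplete sorting and for the unannotated clusters were chosen only after the results were seen, and the tests for a mislabelled sample, noise near background and scaling before.

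The change between CD133+ and CD133- cells differed between the lines for 8947 of 20147 genes by limma's test of the interaction. A mislabelled or exchanged sample would break the match between an array and its population, and each of the 12 arrays correlated more with the other array of its population than with any other array, by at least 0.00434. All 6 CD133+ arrays were also above all CD133- arrays in PROM1. Noise near background would place these genes among the dim ones, and 75.1% of them were brighter than the median tested gene. Scaling of whole arrays would be removed by centring each array on its median, which gave 8982 genes. What stays open is variation between sorts of a line, or between cultures. Arrays with the same number did not deviate together (r at most 0.0285), which gives no sign of sorts shared by number, and whether the 2 arrays of a population are separate sorts is not stated. If they share a sort, a difference between lines and a difference between single sorts of each line cannot be told apart here. A biological difference between the lines, which the design names, stays open as well and was not tested on other samples.

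The same test set PROM1 (adjusted p 9.6e-05) and OVOL2 (adjusted p 0.00126) apart between the lines. PROM1 was higher in CD133+ cells in each line, with log2 changes of 1.10 in KATO-III, 2.02 in SNU216 and 1.86 in SNU601. OVOL2 had log2 changes of -0.34 in KATO-III, -0.77 in SNU216 and -0.07 in SNU601, the last not past the threshold in limma's test within the line (adjusted p 0.578). Of the other genes with the largest changes over all lines, those that differed between lines were LCP1 (adjusted p 1.3e-05), MGLL (2.6e-05), PTMA (7.6e-05), LOC650909 (0.000136), PECI (0.000149), LOC100133019 (0.000324), MUC5AC (0.000338) and HS.193767 (0.00612). The rule for naming them requires a log2 change of the same sign in the 3 lines, not a change past the threshold in each. LCP1 was at background in KATO-III, with 3 of 4 arrays at the floor (intensity 32.3 ± 1.42 in CD133+ and 9.40 ± 9.18 in CD133- cells). The floor therefore sets its log2 change there (0.01, adjusted p 1), so its sign in KATO-III carries no information and its adjusted p of the interaction depends on the floor. The floor also limits the changes of LOC650909 in KATO-III and LOC100133019 in SNU216, with 2 of 4 arrays at it, and of PECI and MUC5AC in SNU216, with 1 of 4. In limma's test within a line, PTMA and MUC5AC did not pass the threshold in SNU216 (0.26, adjusted p 0.176, and -0.25, adjusted p 0.548), nor did MGLL and LOC100133019 in SNU601 (-0.21, adjusted p 0.218, and -0.47, adjusted p 0.0692). For these 4 genes a smaller change in that line and no change there were not told apart. LOC100133005 did not pass the threshold (0.124). The open explanations are those of the 8947 genes.

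A score of genes chosen by SNR on the other 2 lines was higher in CD133+ than in CD133- cells of KATO-III by 0.50 and of SNU216 by 0.06, and differed by -0.0558 in SNU601, where both CD133+ arrays scored lower than both CD133- arrays. This difference between the lines was not tested. Incomplete sorting of SNU601 would leave a smaller difference in PROM1 than complete sorting of that line. The log2 change of PROM1 in SNU601, 1.86, was larger than in KATO-III (1.10) and smaller than in SNU216 (2.02). What complete sorting would give in each line is not known, so comparing lines cannot exclude incomplete sorting. Scores in the held-out lines may also reflect genes whose change belongs to the other 2 lines. Of the 1533 genes called in both SNU216 and SNU601, 451 (29.4%) changed in the same direction, and the log2 changes of these lines correlated with r of -0.0807 across all tested genes and -0.170 across the brighter ones. That reading stays open, as do incomplete sorting and variation between sorts.

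Of the genes past an SNR of 1 or -1 on linear intensities, 26 were unannotated transcript clusters outside the lists of the paper, 16 above 1 and 10 below -1. Array noise would leave most of them at background, and 8 of the 26 did not exceed the floor on any array, while 16 exceeded it on at least 2. limma called 3 of them higher and 6 lower over all lines. What these clusters encode is not given with the values, and no biological explanation was tested.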

How the results depend on the processing

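Alternatives to the floor, the genes of Table S1 in place of the recomputed signature, and the counts of SNRs on linear or offset values by set of genes were chosen after the data were examined. The other alternatives were set before. All counts come from 12 arrays, and what the signal over background limits is set by the floor, since 12838 genes with a value did not exceed it on any array.

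The counts of genes with an SNR above 1 or below -1, 126 and 112, depended on how the lines were treated. Centring within lines gave 1115 and 1137 and the mean of the SNRs within lines 3737 and 4355. Each of these takes the variation between lines out of the SD by construction. Replicate means gave 335 and 387. They take out the spread between the arrays of a population but leave fewer values per fraction. A smaller SD therefore does not follow by construction, and the cause of the rise was not tested. An SD floor of 0.2 times the mean, which raises the SD, gave 0 and 0. No log2 value is below 5.03 and no tested gene changed by over 1.95, so this setting could give no other count. The population SD, which lowers the SD, gave 175 below -1. Linear values gave 193 above 1 and an offset of 100 gave 200, each over 34595 genes in place of 20147. On the 20147 tested genes alone they gave 118 and 124, so the rise came from the added genes. Of those above 1, 69 and 68 were at the floor on every array. With each array centred on its median the counts were 152 and 79. The other alternatives stayed within 1.5 times the counts. With each array left out in turn, the counts lay between 120 and 232 and between 101 and 184. They moved by over 1.5 times without SNU601 CD133+ replicate 1 (232 and 184), without SNU601 CD133+ replicate 2 (230 and 181), and for SNRs below -1 without SNU216 CD133+ replicate 1 (170).

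limma with cell line as a block called 527 genes higher and 426 lower in CD133+ cells. With the 2 arrays of a population averaged it called 0 and 0, with the population as a random block 1 and 0, and without the line block 0 and 0. At an unadjusted p under 0.05, these fits had 470 and 522, 1109 and 1188, and 479 and 437 genes. The first of these fits has fewer samples, which alone need not give 0 calls. In the simulation, without further variation between populations, it recovered 89.0% of genes changed by 1 on the log2 scale. In the fit with the population as a random block, the consensus correlation within populations was 0.641. Without a trend, after another normalization, with dim genes left out or with another floor or offset, the counts were between 400 and 657 higher and between 323 and 580 lower. Leaving out 1 array gave between 134 and 470 higher and between 81 and 391 lower genes. The higher and lower counts were 145 and 81 without KATO-III CD133+ replicate 1, 134 and 83 without KATO-III CD133+ replicate 2, 152 and 94 without KATO-III CD133- replicate 1, and 164 and 104 without KATO-III CD133- replicate 2. They were 249 and 194 without SNU216 CD133+ replicate 1, 300 and 232 without SNU216 CD133+ replicate 2, 291 and 208 without SNU216 CD133- replicate 1, and 259 and 203 without SNU216 CD133- replicate 2. Without any 1 of the SNU601 arrays they stayed within 1.5 times. Where an array is left out, the lone array of its population is assumed to vary like the others.

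The labels give both fractions of a line the replicate numbers 1 and 2. Deviations of arrays with the same number correlated across genes with r of 0.0285 in KATO-III, 0.00954 in SNU216 and 0.0240 in SNU601. This gives no sign of sorts shared by number. The deviations also hold the noise of single arrays, so a small shared part is not excluded. With line and number as a replicate block, limma called 2 genes higher and 0 lower over all lines (1618 and 1763 at an unadjusted p under 0.05), PROM1 and CDC2. With the fractions exchanged at random for each gene and line, 9 of 100 draws gave at least 2 genes in this fit. Within lines this block gave 7260 genes in KATO-III, 5153 in SNU216 and 2375 in SNU601, and 7891 genes that differed between lines.

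The counts within lines rest on the spread between the 2 arrays of a population. Whether these are separate sorts is not stated, and no alternative run on these counts adds a spread between sorts. The counts of genes changed in KATO-III (7917), in SNU216 (5762) and of genes that differed between lines (8947) stayed within 1.5 times under every alternative run, including each array left out. That of SNU601 (3298) lay between 2176 and 3175 with an array left out, with 2176 without SNU601 CD133+ replicate 1 and 2195 without SNU601 CD133- replicate 2, and stayed within 1.5 times otherwise.

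The clusters of lines, the separation of the fractions within lines and the separation of the fractions by signature genes were the same under every alternative run. The leave-one-out accuracy, 0% with 3 neighbors, was 100% with 1 neighbor, which is the other array of the population, 66.7% with 5 and 83.3% with genes chosen by SNR on the training arrays. The accuracy with a line left out, 100%, was 66.7% with genes chosen by SNR on the training arrays, 33.3% with Euclidean distance and 58.3% without centring within lines. The score difference of 1.08 was 0.17 with a signature from the other lines, 0.96 with the genes of Table S1, and between 1.04 and 1.09 with an array left out. The share of genes with the same direction in a line left out, 52.3%, was 52.0% with an SNR of 1.5, 53.8% with dim genes left out and 50.1% with genes ranked by their difference. Except where a reason is given, the cause was not tested.

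In the fit over all lines, PROM1 and CDC2 were past the threshold without any 1 of the arrays and not on population means (adjusted p 0.796). OVOL2 and the genes with the largest changes had the same 0.796 there, so it does not rank the genes. For PROM1 the adjusted p lay between 0.00042 and 0.00621 with an array left out, and for CDC2 between 0.00196 and 0.00894. None of PROM1, CDC2, OVOL2 and the genes with the largest changes changed direction with an array left out. With the block or on population means the log2 change is the same by construction, so only the adjusted p can move.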

Differences from the paper's values

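The paper's accuracy of leave-one-out calls by nearest neighbors for the 3 cell lines is 100%, and with 3 neighbors it was 0%. For all 12 arrays the nearest 3 were the other arrays of the line, 1 of the same fraction and 2 of the other. With lines this far apart the vote of 3 neighbors could not be right, so the 0% does not test the paper's value. Of the alternatives set before the data were examined, 1 neighbor gave 100% and genes chosen by SNR on the training arrays gave 83.3%, within 1.5 times of the paper's value. It was 66.7% with 5 neighbors and 0% with the 1000 genes of highest MAD or with Euclidean distance. The paper's text does not name the number of neighbors.

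The paper's SNR of SEPSECS in Table 1 is 1.68, and the SNR of SEPSECS on linear intensities was 0.102, on log2 intensities 0.09. The paper's value for SEPSECS in Table S1 equals, within 2e-05, the SNR of the deposited row SEPT14 (1.68), a gene chosen here after its value was seen. For the other 305 genes of Table S1 the recomputed SNR on linear intensities equals the paper's within 2e-05. No other setting was run for the SNR of a single gene.

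The paper's numbers of genes are 177 for CD133-up and 129 for CD133-down, against 126 and 112 on log2 intensities and 193 and 139 on linear intensities. None of these differs from the paper's by more than 1.5 times. On the linear scale, the genes of Table S1 other than SEPSECS are all past the thresholds, and 27 further genes are too, 26 unannotated transcript clusters and SEPT14.

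Of the alternatives set before the data were examined, those over 1.5 times from the paper's numbers were values centred within lines (1115 and 1137), the mean of the SNRs within lines (3737 and 4355), replicate means (335 and 387) and the SD floor (0 and 0), with dim genes left out for CD133-up (114) and centring on array medians for CD133-down (79). The SD floor could give only 0 on log2 values, so it does not test the paper's numbers.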

Other observations

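The tests on single lines that coincide, on splits within lines and whole-line exchanges for the SNR, and on genes at background were chosen only after the results were seen. The other splits and the test of cell cycle phases were set before.

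The number of genes past an SNR of 1 or -1 on log2 intensities, 238, was set against other splits of the 12 arrays into 6 and 6. Of 100 splits, the real one included, 17 gave as many, so chance is not excluded among splits that may part the lines unevenly. Of 100 splits that keep 2 arrays of each line on each side, 2 gave as many. Most of these splits part the arrays of a population, so they exclude chance only where single arrays are the units, not where populations are. Exchanging the fractions of whole lines gave 100 genes for KATO-III, 215 for SNU216 and 334 for SNU601. With the real arrangement, 2 of 4 arrangements gave at least 238, and 4 arrangements cannot exclude chance.

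For limma over all lines, 1 of 100 splits into 6 and 6, the real one, gave as many as 953 genes, and so did 2 of 100 splits within lines. Other splits had a median of 0 genes, and nearly all of them part the arrays of a population, so chance is excluded only where single arrays are the units. Exchanging whole lines gave 30 genes for KATO-III, 908 for SNU216 and 1858 for SNU601, so that 2 of 4 arrangements gave as many, too few arrangements to exclude chance. More genes were called with the fractions of SNU601 exchanged than with the real arrangement.

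Genes that change in single lines can coincide in direction and be called over all lines. To measure this, the fractions were exchanged at random for each gene and line, which keeps the size of every change and breaks any link between lines. The median of 100 draws was 813.5 genes (range 674 to 954), and 2 of 100, the real arrangement included, reached 953. The draws treat genes as independent, which narrows their range, while exchanges of whole lines keep the links between genes and reached more. Whether the changes of single lines that coincide in direction account for the whole number stays open. limma's threshold in this fit counts the 2 arrays of a population as independent. On population means it called 0 genes in the real data.

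Of 12838 genes that did not exceed the floor on any array, 111 had a linear SNR above 1 or below -1. Splits of the arrays into 6 and 6 gave a median of 81 such genes, and 13 of 100 gave as many, which does not exclude noise. This test came first, and splits within lines were added after it. They gave a median of 76 and at most 102, and 1 of 100, the real one, gave 111. Selection from noise of single arrays alone is excluded by the splits within lines, which leaves differences shared by the arrays of a population open, and the median of these splits shows that noise could give most of the 111. The paper's lists hold 103 genes without a value above the floor.

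The paper links CD133-up with the cell cycle. A list of 54 genes of the G2 and M phases, all tested, had a median log2 change of 0.31 over the lines, with 47 higher in CD133+ cells. A list of 43 genes of the S phase, 41 of them tested, had a median of 0.37, with 40 higher. limma called 25 and 16 of them (36 and 33 adjusted over the list alone). In camera the p was 4.2e-21 and 2.3e-21, and under fry it was 9.0e-06 and 3.2e-05 (Benjamini-Hochberg over 7 lists 1.6e-05 and 4.5e-05). With the correlation between genes estimated from the data, at 0.0948 and 0.163, the camera p was 0.00143 and 0.00342. All of these tests count the 2 arrays of a population as independent. The CD133-up list holds 6 and 1 of these genes, and without them the medians were 0.27 and 0.36. More cells in the G2 and M phases among the brightest cells would raise the first list. It would raise the second only where genes of the S phase are also expressed in the G2 and M phases. The S phase list was higher as well (p of 3.2e-05 under fry). How far its genes are expressed in the G2 and M phases was not measured, so this cannot decide. A larger share of cycling cells of both phases stays open as well, and the arrays do not measure it. The medians were positive in each line, between 0.19 and 0.41 for the first list and between 0.21 and 0.48 for the second, and under both other normalizations.

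Of the 36 CIS genes, 21 are in CD133-up, and the 15 others were taken from signatures of other cells. Of these 15, 14 were tested. 13 were higher in CD133+ cells over the lines, with a median log2 change of 0.31, 7 of the 14 changed in the same direction in each of the 3 lines, and limma called 4 (7 adjusted over the list alone). The p was 5.1e-07 in camera, 0.00217 with the estimated correlation and 7.0e-05 under fry. Of the 15, 5 are also in the list of the S phase and 3 in that of the G2 and M phases. The CD133-up and CD133-down lists, chosen on these arrays, gave a camera p of 8.5e-51 and 1.6e-36 and a fry p of 3.3e-06 and 7.0e-07. The words of the descriptions gave a camera p of 3.3e-14 and a fry p of 3.3e-06 for the cell cycle, and 0.000191 and 0.000928 for the cytoskeleton and transport. With the estimated correlation the camera p was 0.00107 for CD133-up, 0.000254 for CD133-down, 0.00234 for the cell cycle and 0.0549 for the cytoskeleton and transport, which alone did not hold at 0.05, and none of these is independent evidence.

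No array was far from the others of its fraction in the score, PROM1, CDC2, OVOL2, the number of genes above the floor or the median intensity.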
